# Caveolin‐1‐driven membrane remodelling regulates hnRNPK‐mediated exosomal microRNA sorting in cancer

**DOI:** 10.1002/ctm2.381

**Published:** 2021-04-08

**Authors:** Harley Robinson, Jayde E. Ruelcke, Amanda Lewis, Charles S. Bond, Archa H. Fox, Vandhana Bharti, Shivangi Wani, Nicole Cloonan, Andrew Lai, David Margolin, Li Li, Carlos Salomon, Renée S. Richards, Aine Farrell, Robert A. Gardiner, Robert G. Parton, Alexandre S. Cristino, Michelle M. Hill

**Keywords:** cancer, cargo, epigenetics, extracellular vesicle, hnRNPK, lipid raft, membrane raft, miRNA, RNA‐binding protein, RNA sequence motif

## Abstract

**Background:**

Caveolae proteins play diverse roles in cancer development and progression. In prostate cancer, non‐caveolar caveolin‐1 (CAV1) promotes metastasis, while CAVIN1 attenuates CAV1‐induced metastasis. Here, we unveil a novel mechanism linking CAV1 to selective loading of exosomes with metastasis‐promoting microRNAs.

**Results:**

We identify hnRNPK as a CAV1‐regulated microRNA binding protein. In the absence of CAVIN1, non‐caveolar CAV1 drives localisation of hnRPNK to multi‐vesicular bodies (MVBs), recruiting AsUGnA motif‐containing miRNAs and causing their release within exosomes. This process is dependent on the lipid environment of membranes as shown by cholesterol depletion using methyl‐β‐cyclodextrin or by treatment with n‐3 polyunsaturated fatty acids. Consistent with a role in bone metastasis, knockdown of hnRNPK in prostate cancer PC3 cells abolished the ability of PC3 extracellular vesicles (EV) to induce osteoclastogenesis, and biofluid EV hnRNPK is elevated in metastatic prostate and colorectal cancer.

**Conclusions:**

Taken together, these results support a novel pan‐cancer mechanism for CAV1‐driven exosomal release of hnRNPK and associated miRNA in metastasis, which is modulated by the membrane lipid environment.

## 1 INTRODUCTION

Caveolae are a flask‐shaped subtype of membrane raft formed by the interaction of structural membrane protein caveolin‐1 (CAV1) and cytoplasmic protein cavin‐1 (CAVIN1) (also called PTRF, polymerase I and transcript release factor) in a cholesterol‐ and sphingolipid‐rich membrane.^1^ While these proteins are co‐expressed in healthy human cells, advanced prostate cancer cells express CAV1 without CAVIN1, leading to aberrant pro‐metastatic non‐caveolar CAV1 domains.^2^ We have utilised prostate cancer cell line models to assess the roles of these caveolae proteins in regulating EV cargo and disease pathology.

The expression pattern CAV1+/CAVIN1‐ is replicated in the non‐caveolar PC3 (aggressive prostate cancer) cell line. Ectopic expression of CAVIN1 in PC3 cells (CAV1+/CAVIN1+ expression, named here PC3‐CAVIN1) not only rescues caveolae formation, but attenuates multiple oncogenic properties in vitro and in vivo.^2^, ^3^ In addition to suppressed growth and migration, PC3‐CAVIN1 cells display an altered tumour microenvironment in a xenograft model, including reduced stromal myofibroblasts and attenuated metastasis to lung and bone.^4^ Mechanistically, this was found to be due to altered extracellular vesicle (EV) content affecting osteoblast proliferation and differentiation.^4^

EVs are membrane‐enclosed particles that are naturally released from a cell. They are reported to transfer functional messenger RNAs (mRNAs), microRNA (miRNAs) and proteins to recipient cells and thereby change their cellular processes.^5^ Two major types of EVs have been defined based on the route of release: exosomes are generated in the endocytic system in multi‐vesicular bodies (MVB) and are released via fusion of the delimiting membranes of the MVB with the plasma membrane, while larger microvesicles pinch off the cell surface.^5^ In this paper, we follow the recommendation of the International Society of Extracellular Vesicles, we have used the term 'exosome' when we know the mode of biogenesis, and the term 'EV' to denote a mixture of vesicles or where mode of biogenesis is not clear.^6^ Regardless of the mode of biogenesis, both vesicle‐based communication systems appear to be exquisitely regulated in normal physiology but are altered in diseases, including cancers.^7^ Ultimately, the pathological or physiological effects delivered by EVs are largely dependent on the cargo.

In recent years, the RNA content of EVs, particularly the microRNA (miRNA) subpopulation, has been increasingly implicated in disease pathology.^8^ miRNAs are key regulatory molecules that control the expression of several genes by directly binding to mRNA to suppress protein translation,^9^ which ultimately results in altered pathway activity. While studying PC3 EV miRNA as a modulator of osteogenic activity, we made the intriguing observation that the osteogenic miR‐148a‐3p was reduced in CAVIN1 PC3 EVs without altering total cellular levels.^4^ Although CAVIN1 expression alters the PC3 membrane raft and EV proteome,^3^ CAVIN1 itself was not detected in EV,^4^ suggesting that CAVIN1 indirectly regulates EV miRNA content.

EV cargo can be ascertained passively from the cytoplasm during biogenesis, or via regulated sorting mechanisms. Protein cargos are loaded to EVs via endosomal sorting complexes required for transport complex and tetraspanin‐based mechanisms.^10^ EV membranes are enriched in cholesterol and sphingolipids,^11^ a property shared with caveolae membranes and membrane raft fractions that are obtained as detergent‐resistant membranes (DRMs). In contrast to the surrounding membrane, membrane rafts possess differing biophysical properties, such as increased bilayer thickness and viscosity, which drive lateral lipid and protein compartmentalisation.^12^ EV membrane lipid composition has been implicated in protein^13^, ^14^ and RNA cargo sorting,^15^ although the mechanisms are yet to be elucidated.

As caveolae formation impacts membrane raft proteome,^1^ we hypothesised that CAVIN1 regulates miRNA loading to EVs by modulating RNA‐binding proteins in the membrane raft. To test this hypothesis, we sought to identify RNA‐binding proteins responsible for selective EV miRNA loading and target miRNA sequence motif/s, using an integrated approach combining small RNA sequencing, computational and cell‐based analyses. We identified heterogeneous nuclear ribonucleoprotein K (hnRNPK) as the central mediator of CAV1‐driven sequence‐specific miRNA sorting. While hnRNPK is a multi‐functional nuclear protein with known healthy and disease functions, this study provides the first documented role of exosomal hnRNPK and its direct interaction with miRNA in cancer. Furthermore, regulation of miRNA sorting via membrane remodelling driven by non‐caveolar CAV1 provides integrated mechanistic understanding of exosomal cargo loading.

## 2 MATERIALS AND METHODS

### 2.1 Human subjects and samples

For the prostate cancer cohort, ethical approval was obtained from the University of Queensland Medical Research Ethics Committee (project number: 2004000047) and the Royal Brisbane and Women's Hospital Human Research Ethics Committee (HREC/09/QRBW/320, HREC/09/QRBW/305 together with 1995/088B). Informed consent was obtained from all participants. Initial and updated biopsy and radical prostatectomy (RP) histology specimens were reviewed by expert uropathologists. Risk stratification for biopsies was performed using the D'Amico criteria recommended in the American Urological Association Guidelines. Seminal fluid specimens collected into sterile urine jars containing 20 ml Hanks Balanced Salt Solution were layered over a 10 ml isotonic Percoll gradient (GE Healthcare‐Pharmacia) and centrifuged at 974 × g for 30–60 min at 4°C. The non‐sperm epithelial cell layer was harvested for cell‐based analyses as previously reported, while supernatants (seminal plasma) were collected in 1 ml aliquots, snap‐frozen on dry ice and stored at −80°C. All samples used for this study were assessed as clinically significant at follow‐up. Progressively rising serum prostate‐specific antigen levels post‐therapy (RP, androgen‐deprivation therapy, external beam therapy) indicated the presence of non‐localised, metastatic disease at the outset.

The colorectal cancer study was approved by Ochsner Clinic Foundation investigative review board and conducted in accordance with the ethical standards of the Institutional Committee on Human Experimentation. Patients undergoing resection for colorectal adenocarcinoma were invited to participate. Tissue and blood samples were collected from consenting patients at surgery. A board‐certified pathologist determined the final diagnosis, tumor type and grade. Plasma samples were isolated from whole blood and stored at −20°C prior to experiments.

Both patient cohorts information can be found in Table S1 (prostate cancer cohort, Tab 1; colorectal cancer cohort, Tab 2).

### 2.2 Cell culture

#### 2.2.1 Source and general culture conditions

HEK293 cells were a generous gift from the Simpson laboratory, University of Queensland Diamantina Institute (UQDI), Faculty of Medicine, The University of Queensland. PC3 cell lines were cultured in 5% FBS/RPMI1640 media (Bovogen, Gibco) at 37°C in a 5% CO_2_ incubator (generation and characterisation described by Moon et al^2^). LNCaP cell lines (generation and characterisation described in^2^) were cultured in 8% FBS/RPMI1640 media (Bovogen, Gibco), and HEK293 cell lines were cultured in 10% FBS/DMEM media (Bovogen, Gibco) in the same conditions. Stable expression of GFP (‐CONT cells) and GFP tagged CAVIN1 (‐CAVIN1 cells) or CAV1 (‐CAV1 cells) in cell lines were maintained in 0.1 mg/ml G418 (Gibco). RAW264.7 cells were a generous gift from the Anderson laboratory (Iron Metabolism, QIMRB) and grown in 10% FBS/DMEM.

#### 2.2.2 Generation of CAV1‐HEK293 cells

Lentiviral particles for GFP tagged CAV1, GFP and control (pLV411) were obtained from UQDI ARVEC facility, and cells were transduced as previously described.^16^ Transduced cells were selected by GFP expression using fluorescence‐activated cell sorting.

#### 2.2.3 Transient knockdown using siRNA

Wild type PC3 cells were grown in 10 cm dishes until 80% confluency prior to siRNA treatment, using three dishes per condition, per replicate. Transfection of hnRNPK or non‐targeting ON‐TARGETplus SMARTpool siRNA (Dharmacon) was completed as per manufacturer's instruction. Briefly, lipofectamine 2000 was used to transfect 100 nM siRNA into PC3 cells in serum‐free conditions. After 24 h incubation, conditioned media was collected for EV extraction.

#### 2.2.4 Cell line treatments

Cells were grown in 10 cm plates (for subcellular fractionation) or in six‐well plates with coverslips (for microscopy) until 70% confluency in normal growth conditions. Media was removed, and cells were washed with PBS, followed by addition of membrane raft disrupting reagent in RPMI‐1640 media containing 5% lipoprotein deficient serum (LPDS). After 24 h incubation, cells were fixed in 4% paraformaldehyde (PFA) for microscopy, or harvested using a cell scraper then transferred to Eppendorf tubes. Cell pellets were stored at −20°C.

#### 2.2.5 Osteoclastogenesis assay

One thousand RAW264.7 were seeded into 24 well plates in normal growth conditions. After 24 h, 10 μg/mL EVs from hnRNPK‐knockdown or non‐targeting siRNA treated PC3 cells, or EV‐depleted media (50μL per well), or positive control (40 ng/mL RANKL), or PBS (50μL) negative control were added. After 72 h, media containing treatments were refreshed. After a further 48 h, cells were fixed in 4% PFA and TRAP stained for 1 h at 37°C using 2.5 mM Naphthol‐ASBI phosphate, 0.5 mM Fast Red Violet LB, 0.1 M sodium acetate, 50 mM sodium tartrate and 1% Triton‐X100. Using light microscopy (40x magnification), 10 fields were captured for each well and multinucleated TRAP‐positive were counted. Three biological replicates were completed using EVs collected from three separate knockdown experiments.

### 2.3 EV purification

#### 2.3.1 EV purification from culture supernatant

EVs were isolated from cultured cells using ultrafiltration and ultracentrifugation. Briefly, cells were seeded and grown in appropriate growth media in 15‐cm dishes until 70% confluency. Growth media was removed, and cells were gently washed three times with PBS, to remove FBS EVs, before serum free RPMI1640 (Gibco) was added. After incubation for 24 h, the supernatant was collected, and whole cells and debris were removed by centrifugation at 800 x g for 5 min at 4°C and subsequently 5,000 x g for 10 min at 4°C. Cleared supernatant was then concentrated using Amicon 10 kDa spin column units (Millipore) until 1 ml of concentrated media remained. Concentrated media was transferred to ultracentrifuge microfuge tubes, and EVs were extracted at 100,000 x g, 2 h, 4°C. EV pellets were washed with cold PBS, resuspended in PBS and stored at −80°C. EVs isolated from PC3 cell lines were previously characterised.^2^

#### 2.3.2 EV purification from plasma and seminal plasma

Plasma was diluted with an equal volume of PBS and centrifuged at 2,000 x g for 30 min at 4°C to pellet any cellular debris. The supernatant was centrifuged at 12,000 x g for 45 min at 4°C to pellet larger vesicles. The supernatant was transferred to an ultracentrifuge tube and centrifuged at 100,000 x g for 2 h to pellet EVs. The 100,000 x g pellet was resuspended in PBS and filtered through a 0.22 μm filter to break up any clumps and centrifuged again at 100,000 x g for 2 h. The EV pellet containing the enriched exosome population is resuspended in PBS and at −80°C until later use.

To collect EVs from seminal plasma, a 1 ml aliquot of dilute seminal fluid supernatant was centrifuged at 100,000 x g for 60 min, and resulting pellets were washed using PBS and stored at −20°C until use.

### 2.4 Small RNA‐sequencing and differential abundance analysis

Total RNA from cells and EVs were isolated by Trizol (Invitrogen) extraction, carried out at room temperature (approximately 22°C) as per manufacturer's instruction. Resuspended RNA was quantified using a Nanodrop Spectrophotometer to ensure equal quantities of RNA for RNA‐seq analysis.

Small RNAs were selected for sequencing using the NEBNext Small RNA library Prep Kit. Libraries were size selected using a Perkin Elmer Labchip XT. Whole cell and EV libraries were multiplexed from three biological replicates and sequenced on an Illumina NextSeq mid‐output run at a read depth of one million reads per sample. Reads were mapped to miRBase (v21), resulting in raw count data. The RNA sequencing data have been deposited to the Gene Expression Omnibus under the accession number GSE109356.

miRNA counts were filtered to remove low abundant miRNA with less than 20 counts identified in total across all replicates, and remaining data were normalised using the empirical normalisation method from the RUVseq package in R studio.^17^ This normalisation method assumes RNA amount is equal across the samples as an alternative to RNA‐spike in normalisation methods (no spike in used here). Data sets were split into EV (resulting in log_2_FC EV) and cellular data (log_2_FC Cell) for subsequent processing. The normalised counts were processed using DESeq2 R software package using the standard pipeline to compare the three biological replicates for each condition.^18^ miRNAs consistently identified in EVs were compared to their cellular levels to determine selective export by calculating fold enrichment (FE) where FE = log_2_FC EV – log_2_FC Cell. Graphpad Prism 7 was used to generate heat maps and scatterplots.

### 2.5 RNA motif discovery and enrichment analysis

Mature miRNA sequences were acquired from miRBase (v21). MEME (Multiple EM for Motif Elicitation) program was used for the de novo discovery of RNA motifs significantly overrepresented in selectively exported miRNA sequences with parameters adjusted to zero or one motif occurrence per sequence (‐mod zoops), minimal motif length equals 4 (‐minw 4), maximal motif length equals 10 (‐maxw 10) and 0‐order background frequencies of nucleotides based on input miRNA sequences. Small motifs were predicted (4–10 nucleotides) due to the small size of mature miRNAs. Motifs identified are returned with an E‐value to describe the likelihood of a random occurrence of this motif in the inputted sequences, where E‐values < 0.05 are considered statistically significant, and not occurring by chance. Enrichment analysis of motifs discovered in the selectively exported miRNA sequences (all EV miRNAs used as background) was performed using the algorithms implemented in TAMO package.^19^ Church values and *p*‐values were calculated in the TAMO package, as two different representations of statistical significance of the motifs.^20^ Position‐specific scoring matrices of other RNA‐binding proteins were acquired from RNA‐Binding Protein database.^21^ Transcript targets for the motif containing microRNAs were identified using miRTarBase and applied to PANTHER and Reactome online software.^22^, ^23^

### 2.6 Immunoprecipitation

Cells were lysed in cold hypotonic lysis buffer (10 mM Tris‐Cl [pH 7.5], 20 mM KCl, 1.5 mM MgCl_2_, 5 mM DTT, 0.5 mM EDTA, 5% glycerol, 0.5% NP‐40) supplemented with 40 U/μL RNase OUT (ThermoFisher) and protease inhibitors (Aprotinin, Antipain, Pepstain A, Leupetin, Benzamidine) for RNA‐immunoprecipitation. Resulting lysate was incubated at 4°C for 1 h with 1 nmol 3′ biotinylated miRNA oligonucleotide with gentle rotation to avoid settling. Reaction mixture was added to washed M‐270 streptavidin Dynabeads and incubated for a further 90 min at 4°C. Supernatant was subsequently removed and used to confirm target presence in reaction. Beads were washed five times with lysis buffer before incubation at 95°C for 5 min in SDS‐PAGE buffer to elute protein for subsequent western blotting. Quantities were determined using the LI‐COR Odyssey software to measure hnRNPK band intensity and normalised to total intensity across the replicate to account for differences in blotting efficiency. The target oligonucleotide was designed to mimic mature miR‐148a‐3p sequence, with a 3′ biotin modification. The negative control oligonucleotide was generated using GenScript scramble sequence generator and compared to known miRNA sequences using miRBase's search by sequence function to confirm no possible mimic (all oligonucleotide sequences available in Table S6).

Co‐immunoprecipitation experiments to determine hnRNPK binding partners were performed using Pierce magnetic Protein A/G beads, as per manufacturer's instruction. Eluent was collected after boiling with SDS‐PAGE buffer.

### 2.7 Western immunoblotting

Proteins were separated on 12.5% acrylamide/bisacrylamide gels with 4% stacking gel and transferred to Immobilon‐P PVDF membranes (Merck Millipore) for 1 h at 100 V. Membranes were blocked using 3% BSA/TBS buffer and incubated with diluted primary antibodies (1 μg/ml) and LI‐COR IRdye secondary antibodies (0.75 μg/ml).

### 2.8 In vitro microscale thermophoresis assay

To produce recombinant hnRNPK for in vitro microscale thermophoresis (MST) assay, a vector encoding the Homo sapiens hnRNPK gene was obtained and sub‐cloned into a pETM‐11 backbone engineered with an N‐terminal 6xHis‐GFP tag and tobacco etch virus recognition sequence as per.^24^ Dilution series of recombinant hnRNPK or negative binding control BSA (NanoTemper Technologies) starting at 150 μM were prepared in 50 mM HEPES, 0.3 M KCl, pH 7.4 and mixed with 5′ 6‐FAM labelled RNA oligonucleotides (integrated DNA technologies) to a final RNA concentration of 40 nM. The temperature jump data from three replicate measurements were averaged and analysed using the implemented fitting software NT Analysis (NanoTemper Technologies). Binding isotherms were fitted using the Hill equation. MST measurements were performed in standard treated capillaries (NanoTemper Technologies) on a Monolith NT.115 system (NanoTemper Technologies) using 40% LED and 40% IR‐laser power. Laser on and off times were set at 30 s and 5 s, respectively. RNA probe names and sequences used in these experiments were designed to mimic wild type miR‐148a‐3p sequence, or mimic with transition mutations in the motif region (all oligonucleotide sequences are available in Table S6).

### 2.9 Microscopy

#### 2.9.1 Immunofluorescence microscopy

Cells were grown to 70% confluency on coverslips prior to fixation with 4% PFA for 30 min at room temperature. All further incubations were performed at room temperature. After washing with PBS, 0.1% Triton‐X100 in blocking solution (1% BSA/PBS) was added to the coverslips to block and permeabilize the cells. Cells were incubated with desired primary antibodies for 1 h followed by washing three times with PBS and incubating with secondary AlexaFluor antibodies for an additional 1 h. Nuclei were stained using 1:1000 dilutions of DAPI (4′,6′‐diamidino‐2‐phenylindole, Sigma) and mounted using Prolong Diamond mounting media (Invitrogen).

#### 2.9.2 miRNA in situ hybridisation

Cells were grown to 70% confluency on coverslips and were fixed using 100% cold methanol in preparation for miRNA in situ hybridisation (as described in Robinson et al^25^). Negative control, Cy5‐scrambled‐miR‐148a oligo, was generated using the GenScript scramble sequence generator and compared to known miRNA sequences using miRBase's search by sequence function to confirm no known predicted target (all oligonucleotide sequences are available in Table S6).

#### 2.9.3 Co‐localisation analyses

Two different co‐localisation experiments were conducted using the same statistical method and processing. Images obtained from the immunofluorescence and miR‐ISH experiments were analysed with the Coloc2 analysis on the ImageJ (FIJI) software. Given that hnRNPK is known to be present in multiple localisations (nucleus and cytoplasmic regions), we used region of interest (ROI) analysis to focus on the areas where the miRNA probe or the MVB marker was in high concentration. A total of 10 ROI were used for each condition across at least three biological replicates, using two–three cells per replicate.

### 2.10 Subcellular fractionation

Cell pellets for cytoplasm/nucleus fractionation were resuspended in a hypotonic extraction buffer (10 mM Tris pH 7.5, 10 mM NaCl, 0.5 mM ETDA, and protease inhibitor cocktail) and incubated on ice for 30 min. Crude extraction of nuclear and cytoplasmic extraction was completed by passing the sample 20 times, although a 24 g needle, and nuclear fraction extracted by centrifugation at 1000 x g for 30 min. Supernatant was collected as cytoplasmic fraction, and pelleted nuclear fraction was washed with PBS.

Cell pellets for detergent resistant membrane (DRM) extraction were extracted as per Inder et al.^3^ Five fractions were collected; sucrose percentage (refractometer) and protein concentration (BCA assay, Pierce) were recorded.

### 2.11 ddPCR of EV miRNA

RNA was extracted from EV pellets using mirVana miRNA isolation with enrichment for small RNA. Equal amount of RNA was processed for reverse transcription, using miRcury LNA RT kit. Samples were then diluted 1:50 and prepared for ddPCR using EVA green SYBR mix and commercial LNA miRNA probes, as per manufacturer's instruction. The PCR mix was partitioned into droplets before conducting PCR, and ddPCR results acquired using the QX200 Digital Droplet system (BioRad) and recommended protocol. Quantasoft software determined concentration of each target (Poisson corrected copies/μL).

### 2.12 Proteomics

Sequential Windowed Acquisition of All Theoretical Fragment Ion Mass Spectra (SWATH) proteomics was conducted for colorectal cancer patient plasma EV. For comprehensive information related to SWATH analysis, see supporting methods and materials.

Briefly, EV samples were prepared using a standard trypsin (Promega) digest method, using dithiothreitol (Sigma) and iodoacetamide (Sigma). Note that 2 μg peptide was analysed in data‐dependent acquisition mode using a SCIEX Triple TOF spectrometer (ABSCIEX, Redwood City, CA, USA) coupled to a Nano Ultra 1D+ HPLC system (Eksigent, Redwood City, CA, USA). For SWATH processing, the SWATH Acquisition Microapp (version 2.0) within PeakView (RRID: SCR_015786; version 2.2) was used to align samples with the SWATH library.

A total of 16 colorectal cancer plasma EV were analysed, four patient samples was selected for each grade I to IV, then grouped as early (grades I and II) or metastatic (grades III and IV), making *n* = 8 per group. Fold changes were generated using the mean normalised intensity for each protein comparing between early and metastatic colorectal cancer (CRC), and log_2_ transformed. For volcano plot, p‐values were converted to ‐log_2_p‐values and plotted against log_2_FC using R studio. Statistically significant proteins (*p*‐value < 0.05) were coloured red, and those proteins increased in metastatic CRC (positive log2FC value) were labelled with gene name for visibility. Using GraphPad Prism, early and metastatic CRC‐normalised intensities for hnRNPK were graphed using box and whisker plots which displays range of observation, median and upper and lower quartiles.

### 2.13 Statistical analysis

Data are presented as means ± SEM unless otherwise stated in figure legends. Statistical analysis using two‐sided Mann‐Whitney test was completed using GraphPad Prism (v7) or Excel, where applicable. Correlation analysis was completed using ImageJ Coloc2 function (Pearson correlation, no threshold). RNA‐seq data were analysed using DESeq2. This package as default considered *p*‐values < 0.05 statistically significant for *t* test and false discovery rate corrected data. Default statistical tests, including two‐sided *t* test and Church scores, were acquired from TAMO and MEME suite packages, where applicable. Exact *p*‐values, *n* values and statistical test used are shown in figures and figure legends.

## 3 RESULTS

To test the hypothesis that CAVIN1 regulates miRNA loading to EVs by modulating RNA‐binding proteins in the membrane raft proteome, we began by identifying a repertoire of selectively loaded miRNAs and a candidate miRNA binding protein in the EV and raft proteome regulated by CAVIN1 expression.

### 3.1 CAVIN1 expression in PC3 cells selectively regulates EV miRNA loading

Previously we used a candidate approach to demonstrate that CAVIN‐1 induced selective reduction of miR‐148a‐3p in PC3 EV but not in the cell, while miR‐125a‐3p was not significantly altered in either compartment.^4^ To determine the broader applicability of the observation, we used RNA sequencing to map the repertoire of selectively exported miRNA associated with CAVIN1 expression in PC3 cells. As depicted in Figure 1A, EV miRNAs with their respective cellular miRNA content from PC3‐CAVIN1 cells (CAV1+/CAVIN1+) and control PC3‐CONT cells (CAV1+/CAVIN1‐) were analysed. 

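PC3 is a human prostate cancer cell line that expresses CAV1 and not CAVIN1. PC3-CONT cells carried GFP and PC3-CAVIN1 cells carried GFP-tagged CAVIN1. Small RNA from cells and EVs was sequenced in 3 biological replicates per group, which gave 4 groups and 12 samples. The authors counted the reads that mapped to miRBase and deposited counts for 1259 miRNAs, the unchanged counts of the miRNAs left after their low-count filter, and normalised counts of the same miRNAs. Before the filter, replicates 1, 2 and 3 of PC3-CONT EVs held 31311, 1019108 and 1158535 counts, and those of PC3-CAVIN1 EVs held 29319, 1080945 and 834790. For the cells, the totals were 65858, 891217 and 1707032 in PC3-CONT and 52419, 2044198 and 1291108 in PC3-CAVIN1. The paper states a depth of 1000000 reads per sample. The totals given here are of reads counted on miRNAs, and the values at the results rest on these.

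**Figure D1:**
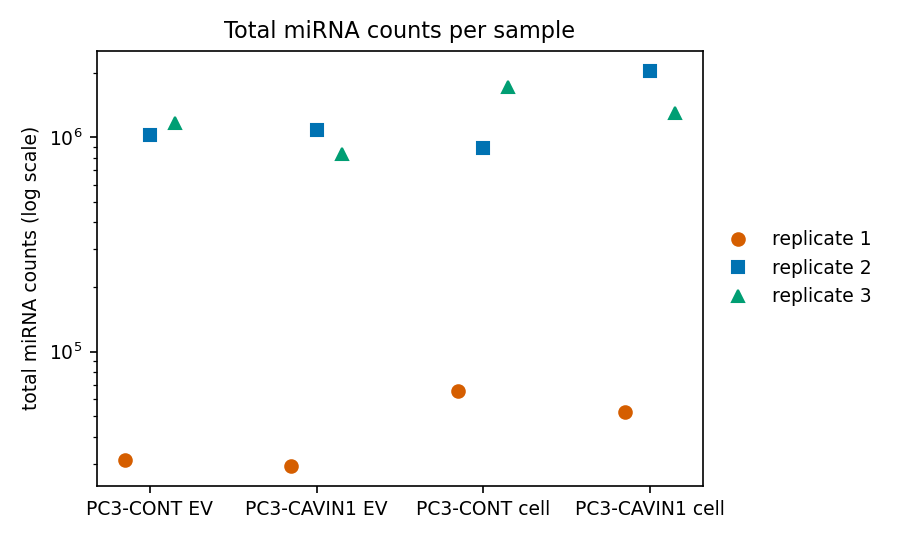
Total miRNA counts of each of the 12 samples (log scale) by group, with 1 symbol per replicate number. Replicate 1 lies between 29319 and 65858 counts and replicates 2 and 3 lie between 834790 and 2044198.

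Replicates 2 and 3 were 13.5 to 39.0 times as deep as replicate 1 of the same group. Between 34 and 110 of the filtered miRNAs had no count in a replicate 1 sample, against 0 to 5 in the other samples. A count of 0 allows a level of up to 103 counts per 1000000 (CPM) in the shallowest sample and 1.47 CPM in the deepest, by 3 counts over the filtered total. Such limits cover counting error only. Across miRNAs, the Spearman correlation of replicate 1 with replicate 2 or 3 of its own group was 0.469 to 0.650. It was 0.920 to 0.972 between replicates 2 and 3 of a group, and 0.757 to 0.933 between the replicate 1 samples of different groups.
Changes were estimated from the filtered counts with edgeR, with TMM normalisation and a quasi-likelihood fit. EV samples and cell samples were fitted apart and without a replicate term, since the paper divided its data in this way and names no such term. A positive log2 fold change (log2FC) is higher in PC3-CAVIN1.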

A total of 317 miRNAs were identified in both cells and EVs over three biological replicates. 

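The filtered table held 317 of the 1259 miRNAs, with their counts unchanged. Each of the 317 had a count in at least 6 of the 12 samples and in each of the 4 groups. A count in every sample was found for 180 of them, and a count in every replicate 2 and 3 sample for 306. The methods describe the filter as removing miRNAs with fewer than 20 counts over all replicates. In the unfiltered table, 497 miRNAs had a total of at least 20 over the 12 samples, and 180 of these are not in the filtered table. The lowest total of a retained miRNA was 66, and the highest total of a removed miRNA was 155, for miR-1303-5p. Among all 1259 miRNAs, a count in every sample left 190, and a total of 20 or more within each compartment left 353.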

To evaluate the CAVIN1‐induced changes in EV and cellular miRNA levels, log_2_ fold change (log_2_FC) values were generated for EV and cell fractions (Table S2, Tabs 1 and 2). 

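In EVs, 0 of 317 miRNAs passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest adjusted p was 0.944, and 5 had an unadjusted p under 0.05. In cells, 0 of 317 passed by the same test, the smallest adjusted p was 1.00, and 2 had an unadjusted p under 0.05. DESeq2 on the same counts called 1 miRNA in EVs and 1 in cells, with 11 and 7 at an unadjusted p under 0.05. On the authors' normalised counts, rounded, DESeq2 called 0 in EVs and 1 in cells, with 9 at an unadjusted p under 0.05 in each. The standard error of log2FC had a median of 0.96 in EVs and 0.94 in cells. The biological coefficient of variation was 87.6% in EVs and 92.7% in cells. With the replicate number as a block, which the check of pairing allows, it was 46.7% and 41.6%, and 1 miRNA passed in EVs and 1 in cells.
In each of these fits, the miRNA called was miR-363-3p. Its hairpin gene lies on the minus strand of chromosome X from 134169378 to 134169452 (GRCh38), in an exon of the processed transcript AC002407.1. In EVs it had 83.4 ± 54.5 (SD, n = 3) normalised CPM in PC3-CONT and 5.09 ± 5.69 (SD, n = 3) in PC3-CAVIN1. Its log2FC in EVs was -3.68 (standard error 0.98, adjusted p = 0.944 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cells it had 62.4 ± 5.66 (SD, n = 3) and 5.22 ± 5.29 (SD, n = 3) normalised CPM, and a log2FC of -4.09 (standard error 1.11, adjusted p = 1.00 by the same test). It was lower in PC3-CAVIN1 in 3 of 3 replicate pairs in both compartments, and in replicate 1 this rests on 0 against 1 count in EVs and 1 against 6 in cells. With the block, its adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.000159 in EVs and 8.76e-06 in cells. Over the alternatives set beforehand, its adjusted p by edgeR or DESeq2 with that adjustment ran from 0.000159 to 1.00 in EVs and from 8.76e-06 to 1.00 in cells. With any 1 sample left out, log2FC stayed between -4.61 and -3.33 in EVs and between -4.99 and -3.25 in cells.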

Overlap analysis showed that a large proportion of miRNAs with altered EV abundance (fold change increased or decreased by two‐fold) tends not to be similarly altered in cellular expression (Figure 1B), supporting the presence of sorting mechanisms regulating the EV miRNA content independent of cellular expression changes.

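A change over 2-fold, without a p-value, was found for 68 miRNAs in EVs, 32 higher and 36 lower in PC3-CAVIN1. In cells it was found for 43 miRNAs, 9 higher and 34 lower. Of these, 18 were over 2-fold in both compartments, 12 in the same direction and 6 in opposite directions. The other 50 EV miRNAs, 73.5% of the 68, were not over 2-fold in cells, and 25 cell miRNAs were not over 2-fold in EVs. This share depended on single cell samples. Without PC3-CONT cell replicate 1, 40 of the 68 were over 2-fold in both, and without PC3-CAVIN1 cell replicate 1, 36 were. Leaving out any other cell sample gave 21 to 26 in both. For 5 of the 68 and 5 of the 43, the change was larger than 2 standard errors. The difference between EV and cell changes was tested in a fit of all 12 samples. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 317 miRNAs passed an adjusted p of 0.05, and 3 had an unadjusted p under 0.05. DESeq2 also called 0, with 4 at an unadjusted p under 0.05. Of the 50 miRNAs changed over 2-fold in EVs only, 2 had an unadjusted p under 0.05 in the test by edgeR. Without the low-count filter, the numbers over 2-fold rose to 478 in EVs, 506 in cells and 189 in both. The balance moved with the scaling and the fit. In EVs, 21 were higher and 48 lower by DESeq2 on the same counts, 48 higher and 40 lower by library size alone, and 30 higher and 20 lower with the replicate block. In cells, 23 were higher and 21 lower by upper-quartile factors.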

**FIGURE 1:**
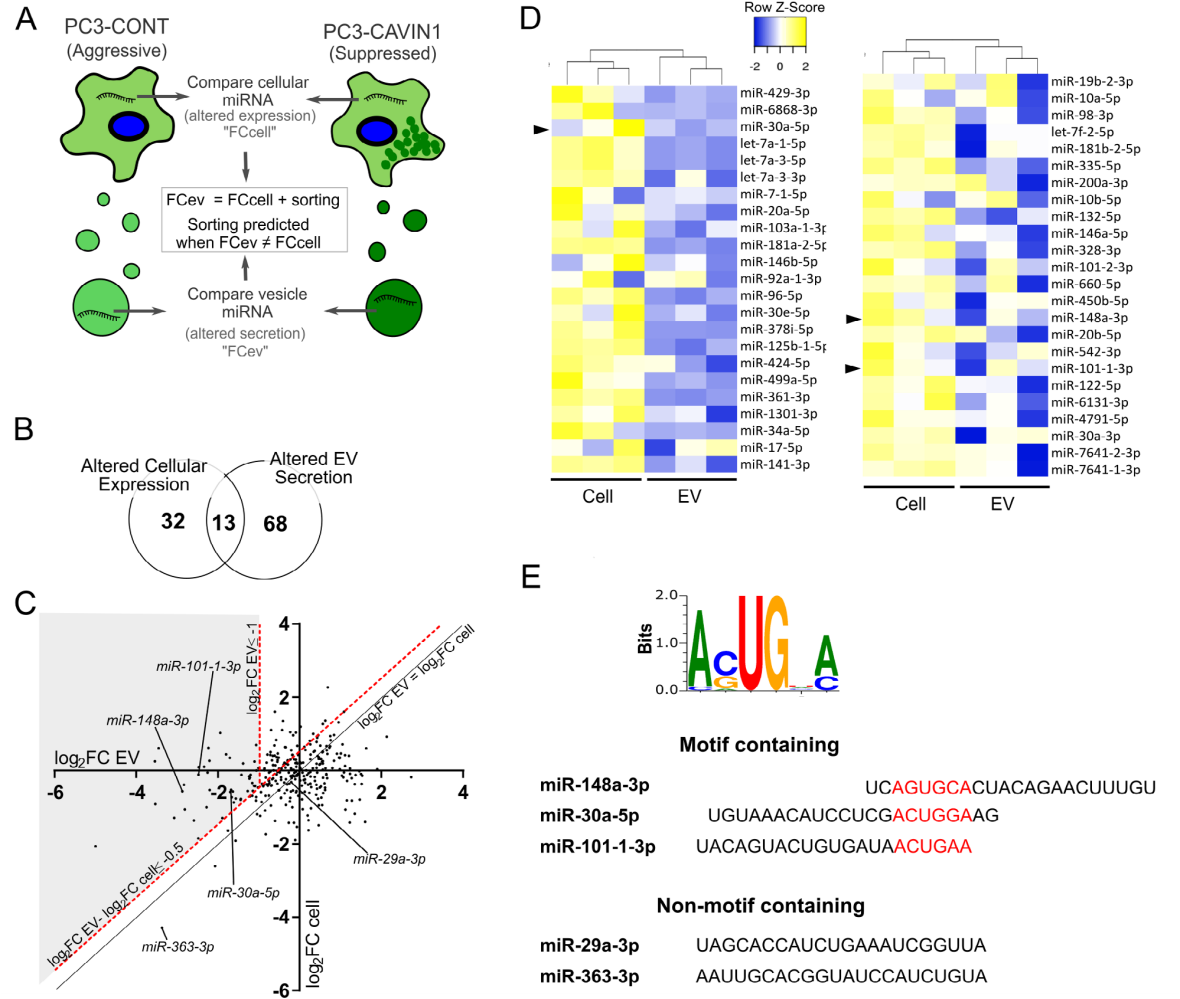
CAVIN1 selectively regulates EV miRNA content in PC3 cells. (**A)** Experimental design aimed to identify miRNAs selectively exported to EVs using small RNA sequencing data. DESeq2 analysis was conducted on miRNA counts for EV and cell content, where log_2_ fold change (log_2_FC) was calculated between PC3‐CONT and PC3‐CAVIN1 cells and their respective EVs (*n* = 3). (**B**) Comparison of miRNAs altered in cells and EVs. Data shown are number of cellular (expression changes) and EV miRNAs (secretion changes) with a log_2_FC > 1, and ← 1. (**C)** Scatter plot of log_2_FC in EV and cell for each miRNA (represented by a dot). Diagonal black line represents equivalent change in EV and cellular miRNA levels upon CAVIN1 expression. Red dotted lines indicate log_2_FC EV of −1 and log_2_FC EV less than log_2_FC cell by −0.5. Selected miRNAs are indicated by shaded area. (**D)** Heatmap showing row normalised log_2_FC of the 47 selectively exported miRNAs. Black arrows mark miRNA of focus in other assays. (**E)** Sequence motif enriched in the selective exported miRNA data set, with positional alignment of the identified motif in motif‐containing miRNA used for subsequent experiments

To define the repertoire of selectively loaded miRNA in this system, we plotted CAVIN1‐dependent log_2_FC_EV_ compared to log_2_FC_cell_, where passively sampled miRNAs are expected to exhibit equivalent log_2_FC in EVs and cells (black line in scatterplot; Figure 1C), while selectively loaded miRNAs will show CAVIN1‐dependent change (increase or decrease) in the log_2_FC_EV_ compared to log_2_FC_cell_. 

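Across the 317 miRNAs, the log2FC in EVs and in cells had a Pearson correlation of 0.129 and a Spearman correlation of 0.0828. With the replicate block they were 0.306 and 0.149. For replicates 2 and 3 alone, a selection made after the data were seen, they were 0.465 and 0.346. miRNAs are not independent replicates, so no p-value is given. The difference log2FC EV minus log2FC cell had a median of 0.14 and ran from -3.77 to 4.36. It was -0.5 or below for 63 miRNAs and 0.5 or above for 118. For the same difference in the fit of all 12 samples, the standard error had a median of 1.35, so a difference of 0.5 was smaller than the error of most miRNAs.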

Based on a combined threshold of at least a twofold decrease in EV from PC3‐CAVIN1 cells compared to PC3‐CONT (log_2_FC_EV_ ≤‐1) and at least a two‐fold depletion in EV compared to cell (log_2_FC_EV_ – log_2_FC_cell_ ≤ ‐0.5, indicated by shaded area in Figure 1C), a total of 47 miRNAs were deemed to be selectively down‐regulated by CAVIN1 via a selective export mechanism (Figure 1D, Table S2, Tab 3). 

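With the same thresholds on the fold changes estimated here, 24 miRNAs were selected, and 8 of these are among the 47 miRNAs of Table S2. The mirrored thresholds (log2FC EV of 1 or more, and at least 0.5 above log2FC cell) were met by 29 miRNAs. The log2FC EV of the 24 had a median of -1.47 and reached -3.65, and its standard error had a median of 1.12. In EVs, 2 of the 24 had an unadjusted p under 0.05 by edgeR's quasi-likelihood test, and for the difference between EV and cell changes none of the 24 did. miR-148a-3p was the only 1 of the 24 for which every PC3-CAVIN1 EV sample was below every PC3-CONT EV sample. Among all 317, the PC3-CAVIN1 EV samples were all below for 3 and all above for 8, where chance gives 10% of miRNAs for both directions together if the 6 samples are exchangeable. Because same-numbered samples deviate together, full separation can be rarer than that, and these counts are not measured against it. PC3-CONT EV replicate 1, with 31183 filtered counts, was the highest EV sample for 19 of the 24. Without it, 17 miRNAs were selected, and 5 of these are among the 24.

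**Figure D2:**
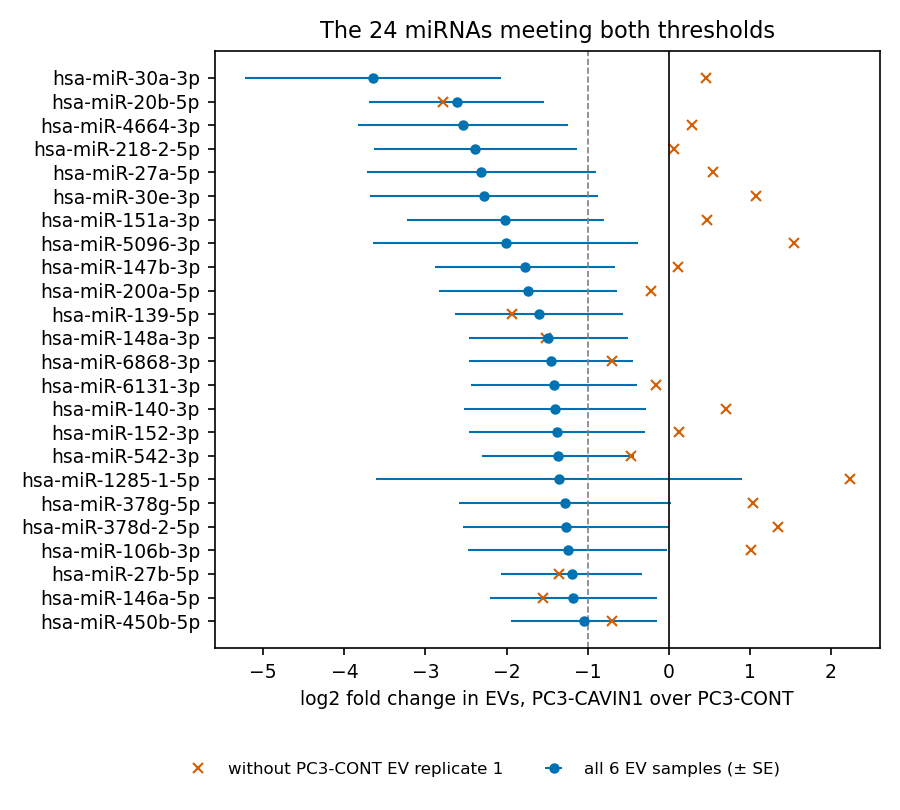
log2 fold change in EVs (PC3-CAVIN1 over PC3-CONT) of the 24 selected miRNAs from all 6 EV samples (circles, bars of 1 standard error) and with PC3-CONT EV replicate 1 left out (crosses). The dashed line marks the threshold of -1, and 5 of the crosses lie below it.

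DESeq2 on the authors' normalised counts, rounded, selected 52 miRNAs, of which 22 are among the 47, and the fit with the replicate block selected 9, of which 6 are. The normalised counts were used as deposited, where the cell values of 38 miRNAs are those of another miRNA. Replicate 3 of PC3-CONT there holds other reads than the count table, in EVs and in cells. For the 47 miRNAs of Table S2, log2FC EV was estimated here with a median of -0.63. It was below 0 for 35 of them and at or below -1 for 12. Their log2FC EV minus log2FC cell had a median of -0.18 and was below 0 for 28. The log2FC EV of the other 270 had a median of 0.09, and 124 were below 0. The 47 were selected for low log2FC EV from the same EV samples. That they lie below the others is therefore no separate support for the list. The paper takes equal changes in EVs and cells as passive sampling. From EV levels that fell further than cellular levels, it states that CAVIN1 down-regulates these miRNAs through a selective export mechanism.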

As expected, the list includes miR‐148a‐3p, previously shown to be selectively down‐exported in PC3‐CAVIN1 EVs by quantitative reverse transcription polymerase chain reaction (qRT‐PCR).^4^

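miR-148a-3p held 0.748 to 7.45% of the filtered counts of an EV sample. Its hairpin gene, MIR148A, lies on the minus strand of chromosome 7 from 25949919 to 25949986 (GRCh38) and overlaps no annotated host gene. In EVs it had 55504 ± 20168 (SD, n = 3) normalised CPM in PC3-CONT and 19860 ± 14866 (SD, n = 3) in PC3-CAVIN1. The counts behind these were 2163, 75788 and 31224 in PC3-CONT and 218, 24884 and 15585 in PC3-CAVIN1. The log2FC in EVs was -1.48 (standard error 0.98, adjusted p = 1.00 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cells, PC3-CONT had 31264 ± 15250 (SD, n = 3) and PC3-CAVIN1 28912 ± 24264 (SD, n = 3) normalised CPM, with a log2FC of -0.11 (standard error 0.96). The difference log2FC EV minus log2FC cell was -1.37. In the fit of all 12 samples, this difference had a standard error of 1.33 and an adjusted p of 0.998 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With any 1 EV sample left out, log2FC in EVs stayed between -2.10 and -1.14. With any 1 cell sample left out, log2FC in cells ran from -0.87, without PC3-CAVIN1 cell replicate 1, to 0.33. In replicates 2 and 3 alone, chosen after the data were seen, log2FC was -1.03 in EVs and -0.46 in cells. With the replicate block, log2FC was -1.82 in EVs (standard error 0.71) and -0.34 in cells (standard error 0.54). The adjusted p in EVs was then 0.813 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each EV sample paired with its own cell sample, the difference was -1.26. The size of the difference therefore depended on replicate 1.

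**Figure D3:**
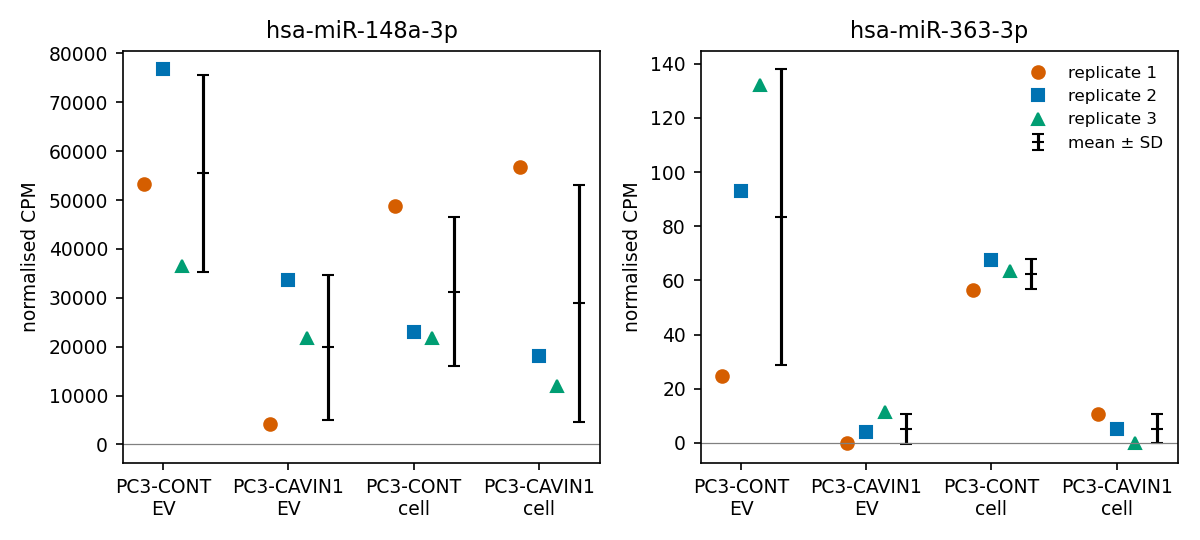
Normalised CPM of miR-148a-3p (left) and miR-363-3p (right) in each of the 12 samples by group, with 1 symbol per replicate number and bars for the mean ± SD of 3 replicates. miR-148a-3p is lower in PC3-CAVIN1 in EVs (19860 against 55504) and similar in cells (28912 against 31264), and miR-363-3p is lower in both (5.09 against 83.4 in EVs and 5.22 against 62.4 in cells).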

Next, we used the mature sequences of the 47 selectively exported miRNAs for de novo RNA motif discovery using expectation‐maximisation algorithms.^26^ 

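In the deposited tables, several mature miRNAs are listed under more than 1 name, with a number for each hairpin copy that encodes them. With the copy number dropped, the 317 names stand for 291 mature arms, and the 47 names of Table S2 for 44. Whether all copies of an arm have the same mature sequence was not checked. For miR-125b-3p, copy 2 held 3.38 to 9.78% of copy 1 in EV replicates 2 and 3. The number of distinct mature sequences may therefore be higher. Of the 47, 15 belong to an arm listed under more than 1 copy in the unfiltered table, against 37 of the other 270. The counts of such copies differed between replicates. For let-7a-5p, copy 2 had 49 counts in PC3-CONT EV replicate 1, 991 in PC3-CAVIN1 EV replicate 1, and 1140 and 879 in replicate 1 of PC3-CONT and PC3-CAVIN1 cells. In the same samples, copy 1 had 0 counts in all 4 and copy 3 had 2 counts in total. In replicates 2 and 3, copies 1 and 2 differed little, with 13617 and 14683 counts in PC3-CONT EV replicate 2.

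**Figure D4:**
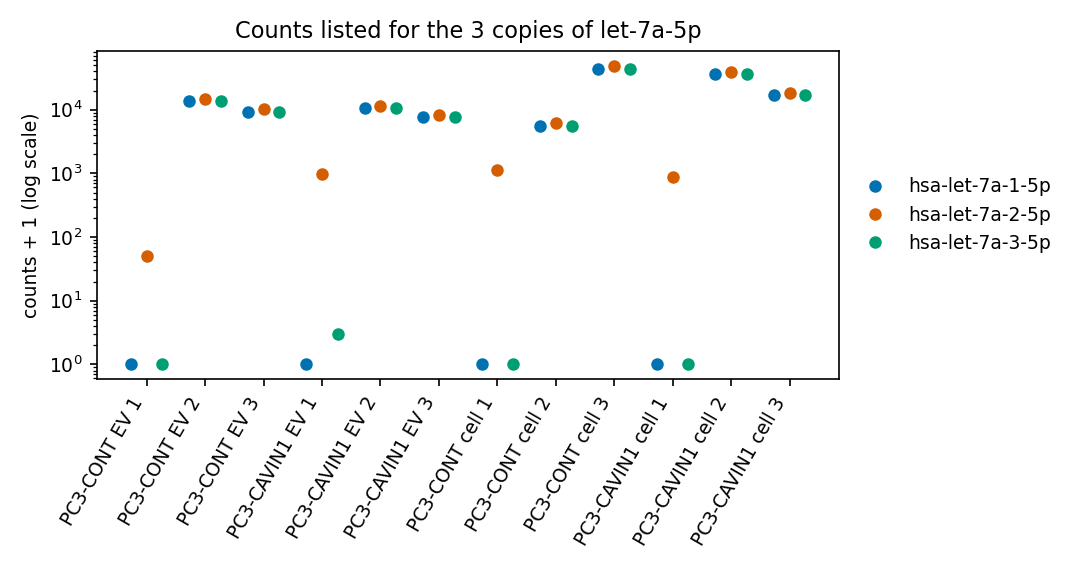
Counts, plus 1 and on a log scale, listed for the 3 copies of let-7a-5p in each of the 12 samples. The copies lie close together in replicates 2 and 3, and in the replicate 1 samples copies 1 and 3 lie at or near 0 while copy 2 has 49 to 1140 counts.

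Over the arms with at least 50 counts on the highest copy, the next copy held a median of 0 to 2.26% of the highest in the replicate 1 samples and 93.7 to 99.2% in the other samples. let-7a-1-5p (chromosome 9, 94175957 to 94176036 in GRCh38, in an intron of the long non-coding gene AL158152.2) had a log2FC in EVs of 0.03 with a standard error of 1.95. let-7a-3-5p (chromosome 22, 46112749 to 46112822, in an exon of MIRLET7BHG) had 0.04 with a standard error of 1.82. let-7f-2-5p (chromosome X, 53557192 to 53557274, in an intron of HUWE1) had -0.52 with a standard error of 1.78. With the replicate block, let-7a-1-5p had 0.03 (standard error 0.82), let-7a-3-5p 0.29 (standard error 0.78) and let-7f-2-5p -0.62 (standard error 0.76). With the copies of each arm summed, 26 miRNAs were selected by the thresholds on EV and cell changes. Values of single copies are uncertain where the counting could split reads between them.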

A single RNA motif, AsUGnA, was found (Figure 1E, E‐value = 0.019), which is significantly enriched in CAVIN1‐inhibited selectively exported miRNAs compared to all 317 cellular miRNAs (enrichment score = 4.12; *p*‐value = 7.5e‐05, Table S2, Tab 4). For comparison, enrichment of the binding motifs previously identified for miRNA sorting proteins, hnRNPQ and hnRNPA2B1, were also determined and showed no enrichment in our selectively exported miRNAs (Table S2, Tab 4). 

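Mature sequences were taken from the oligonucleotides of the paper and from Fig. 1E for 5 miRNAs, and each was found in its hairpin in GENCODE version 29 (GRCh38). miR-148a-3p, UCAGUGCACUACAGAACUUUGU, lies on chromosome 7 from 25949922 to 25949943 and holds AGUGCA, a match to AsUGnA. miR-30a-5p, UGUAAACAUCCUCGACUGGAAG, lies on chromosome 6 from 71403595 to 71403616, in an intron of the long non-coding gene AL136164.2, and holds ACUGGA. miR-101-1-3p, UACAGUACUGUGAUAACUGAA, lies on chromosome 1 from 65058442 to 65058462 and holds ACUGAA. All 3 lie on the minus strand. miR-29a-3p, UAGCACCAUCUGAAAUCGGUUA, and miR-363-3p, AAUUGCACGGUAUCCAUCUGUA, hold no exact match. In EVs, the log2FC of miR-30a-5p was -0.84 with a standard error of 1.30, and that of miR-101-1-3p was 0.04 with a standard error of 1.37. The other copy of that arm, miR-101-2-3p, had -0.77 with a standard error of 0.97. In replicate 1 EVs, copy 2 had 78 counts in PC3-CAVIN1 and 293 in PC3-CONT, and copy 1 had 2 and 14. With both copies summed, the log2FC in EVs was -0.44, and that of copy 1 with the replicate block was -0.59 (standard error 0.75). With the same block, miR-30a-5p had -0.65 (standard error 0.69). Without the block, miR-29a-3p had a log2FC in EVs of -0.07 with a standard error of 0.97. The adjusted p of miR-30a-5p, miR-101-1-3p and miR-29a-3p was each 1.00 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Normalised CPM in EVs was 11540 ± 9461 (SD, n = 3) in PC3-CONT and 6456 ± 5089 (SD, n = 3) in PC3-CAVIN1 for miR-30a-5p, and 2378 ± 1995 (SD, n = 3) and 2446 ± 2226 (SD, n = 3) for miR-101-1-3p. With 1 EV sample left out at a time, the log2FC ran from -1.39 to -0.37 for miR-30a-5p and from -0.70 to 0.80 for miR-101-1-3p.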

Of the 47 selectively exported miRNAs down‐regulated by CAVIN1, 21 miRNAs contain sequences with over 70% similarity to the identified AsUGnA motif (Table S2, Tab 5), with the known CAVIN1 down‐regulated miR‐148a‐3p showing 85% similarity to the identified AsUGnA motif (Table S2, Tab 5). Alignment of these sequences shows no positional preference for the motif along the mature sequence (Table S2, Tab 5, Columns C and D).

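Counted from 1 at the 5′ end of the mature sequence, the exact match to AsUGnA starts at base 3 of miR-148a-3p, at base 15 of miR-30a-5p and at base 16 of miR-101-1-3p. Tab 5 of the paper's Table S2 gives the same 3 start positions. It lists 17 miRNAs above 70% similarity, which are 16 mature arms with the copy number dropped. Their start positions in the paper's table run from 1 to 16 with a median of 12. In the fold changes estimated here, these 17 had a median log2FC in EVs of -0.65, from -2.62 to 0.19, with 14 below 0 and 4 at or below -1. The paper drew them from miRNAs selected for lower EV levels in PC3-CAVIN1. Their low values are therefore no separate evidence that miRNAs with the motif fall in EVs. The smallest unadjusted p in EVs among them was 0.0337 by edgeR's quasi-likelihood test.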

We then conducted pathway enrichment analysis on the targets of the 21 AsUGnA motif‐containing miRNAs that were down‐regulated by CAVIN1 in PC3‐CAVIN1 (CAV1+/CAVIN1+) EVs. This revealed the protein targets mediated by these miRNA are enriched for immune responses and angiogenesis GO terms, as well as pathways related to proliferation and adhesion, such as TGF, EGF, FGF, MAPK and NOTCH pathways (Table S2, Tab 6). This suggested that motif‐directed miRNA loading into EVs may promote pro‐metastatic pathways in target cells.

### 3.2 hnRNPK subcellular localisation is regulated by CAV1 and CAVIN1

To identify RNA binding proteins down‐regulated by CAVIN1 in both EV and membrane raft fractions, we made use of our published PC3/PC3‐CAVIN1 quantitative subcellular proteomics dataset.^3^ Searching for RNA‐binding proteins (GO: 0003723) that were down‐regulated in both EV and DRM identified a single protein: heterogeneous nuclear ribonucleoprotein K (hnRNPK). This was intriguing, as two other members of the hnRNP family, hnRNPA2B1 and hnRNPQ, were recently reported to mediate miRNA loading to EVs.^27^, ^28^ This prompted us to inspect the proteomics data for all members of the hnRNP family, revealing that only hnRNPK was significantly altered in both fractions by CAVIN1 expression (Figure 2A).

**FIGURE 2:**
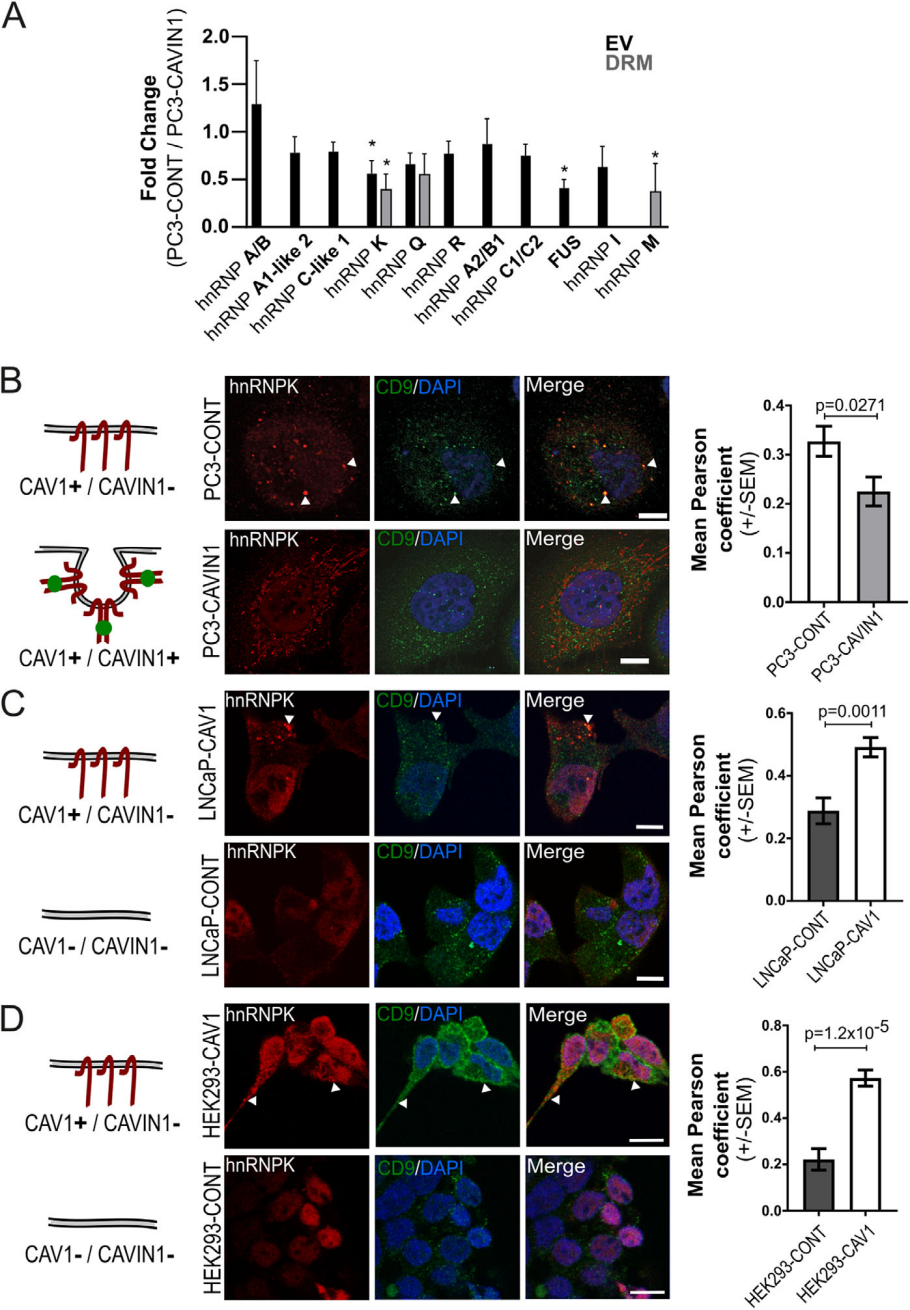
Non‐caveolar CAV1 regulates hnRNPK localisation. **(A)** hnRNP family member abundance in EV and DRM fractions shown as fold change between PC3‐CAVIN1 and PC3‐CONT cells (CAVIN1/CONT) originally reported in.^3^ *n* = 3, error bars represent standard deviation. *p ≤ 0.05. (**B–D)** Diagrams (*left*) depict the CAV1 and CAVIN1 status of each cell line used. Confocal immunofluorescent microscopy of hnRNPK (red) and CD9 (green) MVB marker in three cell systems: (**B**) PC3 cell line with and without CAVIN1 (PC3‐CAVIN1 and PC3‐CONT, respectively); ectopically expressed CAV1 in LNCaP (**C**) and HEK293 (**D**) cell lines. White arrows point to example areas of co‐localisation. All scale bars indicate 10 μm. Quantitative co‐localisation analysis *(right)* was performed using Pearson correlation on 10 regions of interest for each condition from three to four biological replicates (composite images for all replicates used in co‐localisation analysis available in Figure S2, S3 and S4). A two‐sided unpaired Mann‐Whitney test was used to compare Pearson coefficient values between the conditions

hnRNPK is predominantly located in the nucleus in normal cells but has been reported to translocate to the cytoplasm in some cancer cells.^29^, ^30^ In prostate cancer, hnRNPK localisation was previously reported to regulate androgen receptor (AR) activity and prostate cancer prognosis.^31^, ^32^, ^33^ Nuclear hnRNPK was reported to be part of a transcriptional repressor for AR gene^31^ and correlated with Gleason grade and poor prognosis.^32^ On the other hand, cytoplasmic hnRNPK was proposed to down‐regulate AR mRNA translation in prostate cancer.^33^ The detection of hnRNPK in PC3 EV led us to hypothesize that hnRNPK translocates to MVB together with miRNA cargo, becomes incorporated into intraluminal vesicles and secreted in exosomes. To begin assessing this, we performed immunofluorescence co‐localisation of hnRNPK with the MVB marker CD9.

In PC3‐CONT cells, hnRNPK was detected in cytoplasmic puncta that co‐localised with CD9 (Figure 2B). Co‐localisation with CD9 was lost in PC3‐CAVIN1 cells (Figure 2B), with hnRNPK instead co‐localising with endoplasmic reticulum and mitochondria (Figure S1, Table S3, Tab 1). To determine if CAVIN1 directly influences hnRNPK localisation or acts by neutralizing non‐caveolar CAV1, we ectopically expressed CAV1 in two cell lines that naturally lack CAV1 and CAVIN1, namely the androgen‐sensitive prostate cancer cell line LNCaP, and human embryonic kidney HEK293 cells. While hnRNPK was found to be entirely localised in the nucleus in LNCaP‐CONT and HEK293‐CONT cells, expression of CAV1 alone caused the translocation of hnRNPK to the MVB (Figures 2C and 2D, S2, and S3). This was further solidified by co‐localisation analysis between hnRNPK and CD9 for each condition (Figures 2B–2D, Table S3, Tab 1). In contrast, expression of CAVIN1 alone reduced hnRNPK expression in the nucleus but did not induce MVB localisation in LNCaP cells (Figure S2). These results suggest that non‐caveolar CAV1 drives MVB hnRNPK localisation, while CAVIN1 neutralises CAV1 action.

### 3.3 hnRNPK modulates PC3 miRNA composition and EV osteoclastogenesis activity

To establish a role for hnRNPK in EV miRNA composition, we next tested if hnRNPK is required for PC3 loading of AsUGnA motif‐containing miRNA into EVs. We conducted hnRNPK knockdown in PC3 cells using hnRNPK‐targeting siRNAs (si‐hnRNPK, SMARTpool) or non‐targeting siRNA (si‐NegCont). Knockdown efficacy and EV purity were confirmed by western immunoblotting for hnRNPK, EV markers CD9 and TSG101, and the endoplasmic reticulum marker binding immunoglobulin protein (BIP) (Figure 3A).

**FIGURE 3:**
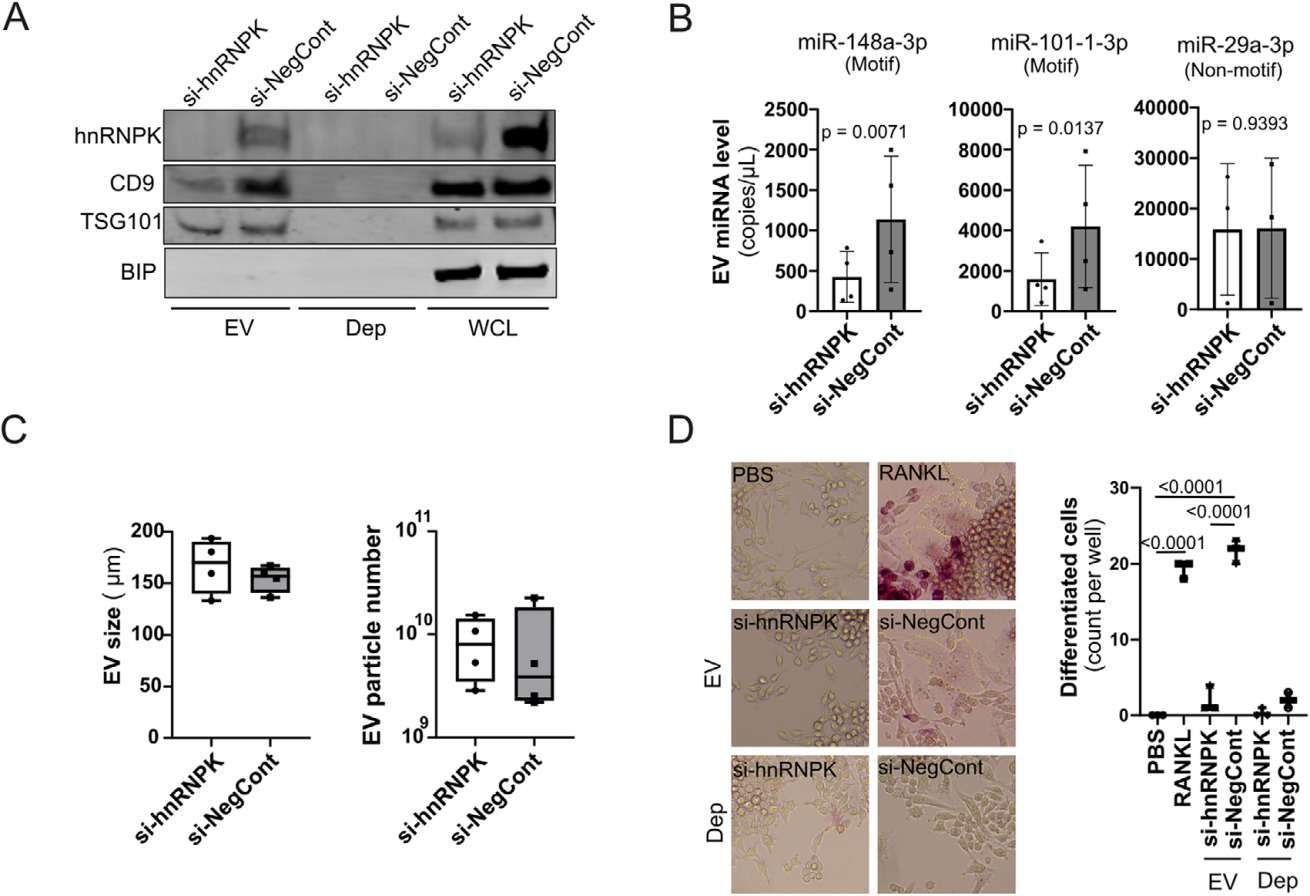
Depleting hnRNPK reduces secretion of motif‐containing miRNA and osteoclastogenic potential of PC3‐derived EVs. **(A)** Representative western immunoblotting of hnRNPK, CD9, TSG101 and BIP in EVs from cells treated with hnRNPK targeting siRNA (si‐hnRNPK) or non‐targeting control (si‐NegCont) siRNA confirms hnRNPK knockdown efficiency and EV purity. Note that 10 μg of EV and whole cell lysate (WCL), and equal volume EV‐depleted media were loaded to each well. (**B)** EV content of miR‐148a‐3p, miR‐101‐3p and miR‐29a‐3p from si‐NegCont and si‐hnRNPK treated cells measured by ddPCR. (**C)** EV number and size analysis of EVs extracted from si‐NegCont and si‐hnRNPK treated cells by NanoSight. All error bars represent standard deviation (*n* = 4). All statistical tests used were two‐sided and paired. (**D)** Representative images of RAW264.7 cells treated with si‐NegCont and si‐hnRNPK EVs, EV‐depleted media (dep) or controls (40 ng/mL RANKL positive differentiation control, or PBS negative control) for a total of 5 days, and evaluated for TRAP and multinuclear status *(left)*. Multinucleated and TRAP resistant cells were counted for each condition and shown in a box‐and‐whisker plot. *n* = 3, and *p*‐value calculated using a two‐sided ANOVA

The effect of si‐hnRNPK on the EV composition of selected miRNAs was evaluated using ddPCR. For this analysis, we chose two motif‐containing miRNA (miR‐148a‐3p and miR‐101‐1‐3p) and 1 miRNA without motif (miR‐29a‐3p). In agreement with a role for AsUGnA motif in hnRNPK‐mediated EV loading, motif‐containing miR‐148a‐3p and miR‐101‐1‐3p were downregulated in EVs when cellular hnRNPK levels are reduced, but non‐motif miRNA miR‐29a‐3p was not affected (Figure 3B). Assessment of EV number and size by nanoparticle tracking analysis showed no impact of hnRNPK knockdown (Figure 3C), indicating that hnRNPK is not required for EV biogenesis.

To assess the functional impact of si‐hnRNPK EVs, we made use of our previously established assay of PC3 EV‐induced RAW264.7 cell osteoclastogenesis.^4^ Osteoclast formation and activity are crucial in the pre‐metastatic niche in bone,^34^ and EV‐delivered miRNAs have been implicated in bone remodelling.^35^ Indeed, we previously showed that PC3 EVs alone induced osteoclastogenesis of the model RAW264.7 cell line to a similar extent as the positive control RANKL,^4^ which was replicated by the negative control siRNA condition in the current experiment, si‐NegCont EV (Figure 3C). Strikingly, si‐hnRNPK EVs induced minimal osteoclastogenesis, comparable to EV‐depleted media from si‐NegCont (Figure 3C). This assay suggests that hnRNPK is required for EV‐mediated osteoclastogenesis.

Taken together, the hnRNPK knockdown experiments establish a functional pro‐metastatic role for hnRNPK positive EVs, potentially via targeted recruitment of specific miRNAs.

### 3.4 hnRNPK directly binds miR‐148a‐3p at the conserved AsUGnA motif

While hnRNPK is known to bind messenger RNA (mRNA), there has only been a single report on miRNA binding,^36^ and no specific RNA motif apart from a short poly‐C region.^37^ Therefore, we conducted a series of experiments to evaluate hnRNPK‐miRNA interactions. We chose miR‐148‐3p as proof of concept since it contains the AsUGnA motif, and we had previously validated this miRNA in PC3 cells and EV by qRT‐PCR.^4^

Firstly, biotinylated miRNA mimics were used to pull down binding proteins from PC3‐CONT (CAV1+/CAVIN‐) cell lysate. For each biological replicate, the same cell lysate was split across four tubes containing biotin‐miR‐148a‐3p (miR‐148a‐3p, motif‐containing), biotin‐miR‐30a‐5p (miR‐30a‐5p, motif‐containing), biotin‐miR‐363‐3p (miR‐363‐3p, non‐motif containing) and biotin‐scrambled miRNA (negative control), respectively. Then, streptavidin‐coated beads were used to isolate the biotin‐miR bound proteins. hnRNPK binding to these target miRNA was determined by immunoblotting and quantitation of the band intensity. A fraction of the supernatant (unbound) after pulldown was also loaded as a control to confirm the presence of hnRNPK in the lysate. As shown in Figure 4A, hnRNPK was detected in motif‐containing miR‐148a‐3p and miR‐30a‐5p pulldown but not in the miR‐363‐3p or control pulldown, demonstrating the ability of hnRNPK to specifically bind motif‐containing miRNAs in the cellular context.

**FIGURE 4:**
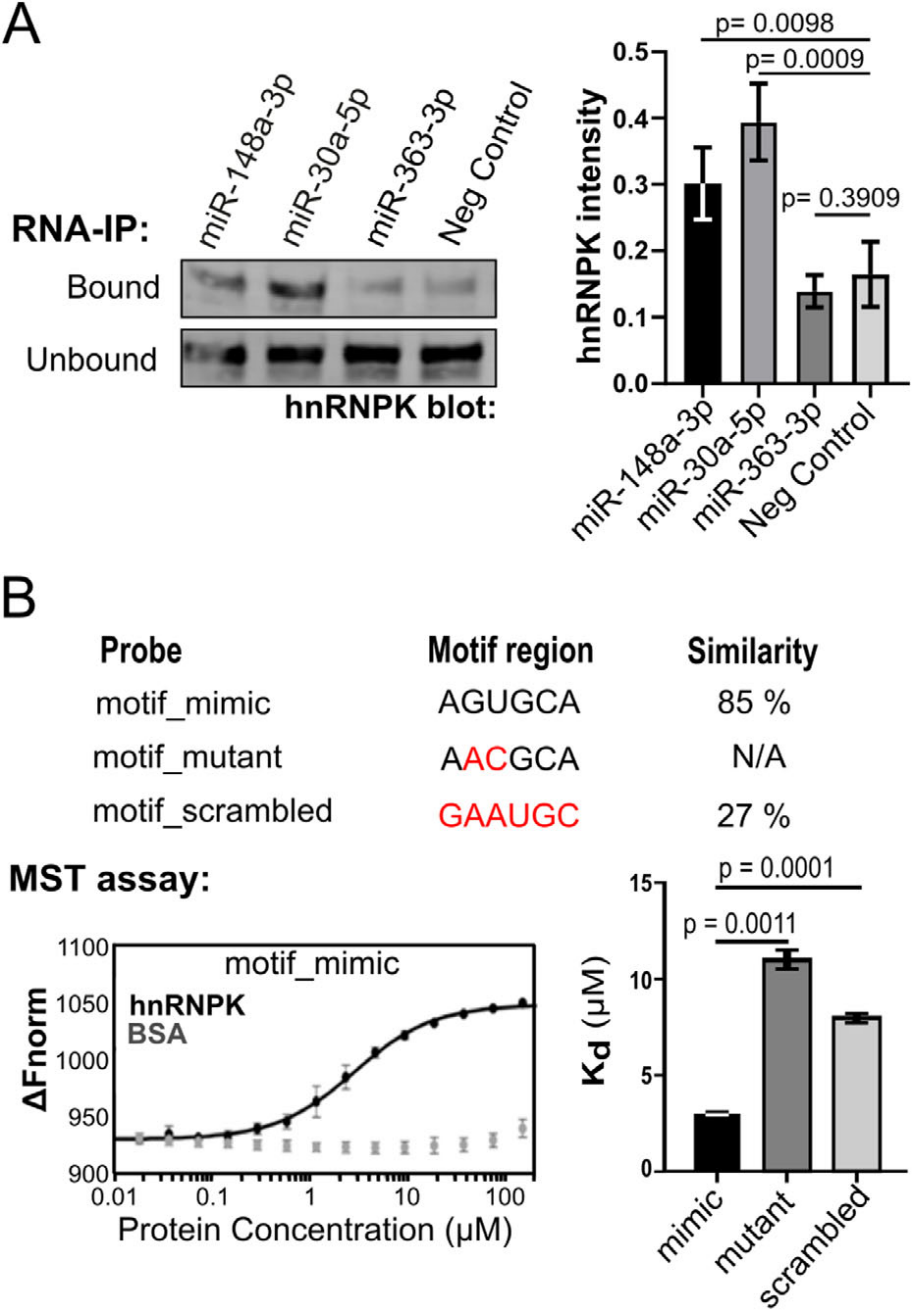
hnRNPK directly binds to motif‐containing miRNA to regulate EV export. **(A**) Representative hnRNPK immunoblotting RNA‐immunoprecipitation (RNA‐IP) experiments using either biotinylated miR‐148a‐3p, miR‐30a‐5p, miR‐363‐3p or scrambled miR‐148a‐3p (Neg. Control). Supernatants (20% of total) from the pulldowns were probed to confirm the presence of hnRNPK in the cell lysate. Band intensity was quantitated from four separate experiments, normalised across the replicate and compared to negative control condition using parametric *t*‐test. (**B**) Microscale thermophoresis (MST) assay was used to assess in vitro binding between recombinant hnRNPK at increasing doses, and miR‐148a‐3p and two motif mutants. *Top*, similarity between probe sequence and putative hnRNPK‐binding motif was compared for each probe, where similarity scores (%) are reported for matches in the tested motif region (N/A, if no match was made in motif region). *Left*, example dose response curve shows increased binding affinity (Δ Fnorm, normalised change in fluorescence) with increasing concentrations of hnRNPK, but not BSA (control). *Right*, dissociation constants (K_d_) calculated from the MST dose response curves (*n* = 3, ± standard deviation) show hnRNPK binding affinity to miR‐148a‐3p (motif_mimic), miR‐148a‐3p with ‘mutated motif’ (motif_mutant) and with a scrambled motif (motif_scrambled), with lower K_d_ indicating stronger binding

To further confirm direct binding, we performed in vitro microscale thermophoresis assay using recombinant hnRNPK, and 5′ 6‐FAM tagged miR‐148a‐3p. Microscale thermophoresis uses fluorescence to monitor the movement of a molecule in response to an applied temperature gradient. Compared to BSA (binding control), the increased binding between miR148a‐3p with increasing concentrations of hnRNPK (dose response) was observed by increasing delta normalised fluorescence (ΔFnorm, Figure 4B). To determine if the RNA motif AsUGnA mediates hnRNPK binding for miR‐148a‐3p, dissociation constants were calculated for the binding between hnRNPK and miR‐148a‐3p mimic and miR‐148a‐3p mutant with substitutions at positions 2 and 3 of the motif (motif_mutant), or a scrambled motif region (motif_scrambled). The higher K_d_ observed for the mutant and scrambled miRNAs in Figure 4B show that changes to the AsUGnA motif within miR‐148a‐3p sequence significantly reduced binding strength, indicating that this motif participates in hnRNPK binding to miR‐148a‐3p. Taken together, these data confirm the direct interaction between hnRNPK and miR‐148a‐3p via the AsUGnA motif.

### 3.5 hnRNPK co‐localises with selectively exported miRNAs in MVBs

Having confirmed direct binding of hnRNPK with the AsUGnA motif in miR‐148a‐3p, we next examined the localisation of hnRNPK and motif‐containing miRNA in the PC3 cell model. miRNA in situ hybridisation (miR‐ISH) using fluorescent Cy5‐conjugated antagomiRs was coupled with indirect immunofluorescence using hnRNPK antibody to detect hnRNPK. Representative images for each condition are shown in Figure 5 with qualitative profile plot highlighting the spatial detection of hnRNPK and target miRNA. Quantitative co‐localisation analysis on 10 regions per condition was used to quantitate co‐localisation between miR‐148a probes and hnRNPK in each condition (Figure 5C, Table S3, Tab 2).

**FIGURE 5:**
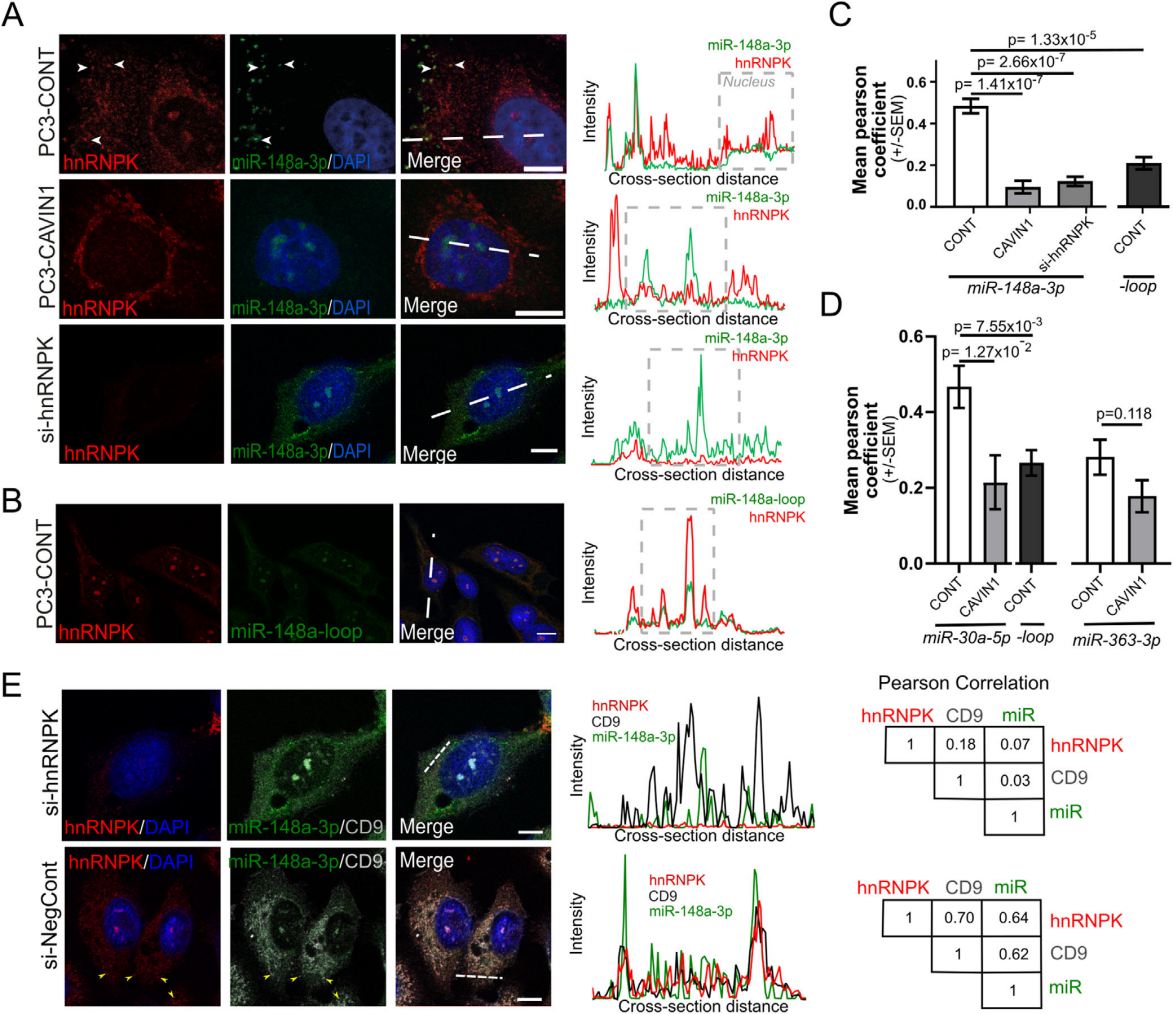
hnRNPK co‐localises with mature motif‐containing miRNA in PC3‐CONT cells. Fluorescent probes (green) targeting the 3 prime arm of miR‐148a (miR‐148a‐3p, **A**) or the precursor‐specific loop region of miR‐148a (miR‐148a‐loop, **B**) in PC3 cells relative to hnRNPK (red). DAPI staining shows the nucleus in blue. Profile plots (right) display hnRNPK intensity relative to miRNA intensity for a cross‐section of the cell (nuclear region boxed). Scale bars are 10μm. **(C and D)** Quantitative co‐localisation analysis was performed in PC3 cells between hnRNPK and miR‐148a (C), miR‐30a (D), and miR‐363‐3p (D) probes. Each bar represents Pearson correlation coefficients from 10 regions of interest for each condition, from three to four biological replicates, two‐three cells per replicate (individual data points supplied in Table S3, Tab 2). A two‐sided unpaired Mann‐Whitney test was used to determine significance. (**E)** Localisation of hnRNPK, miR‐148a‐3p and exosome marker (CD9) were visualised and analysed by profile plot and Pearson correlation between profiles. This is shown in PC3 cells treated with hnRNPK‐targeting (si‐hnRNPK) or non‐targeting siRNA (si‐NegCont)

As shown in Figure 5A, miR‐148a‐3p co‐localised with hnRNPK at distinct cytoplasmic puncta in PC3‐CONT cells, but not in PC3‐CAVIN1 cells. On the other hand, in the absence of hnRNPK (si‐hnRNPK, Figure 5A), miR‐148a‐3p localised to nuclear bodies. This result suggests that nuclear bodies are the default localisation for miRNA when not bound by hnRNPK and that hnRNPK does not interact with the target miRNA in PC3 CAVIN1 cells, potentially because of differential compartmentalisation and/or post‐translational modification. As precursor miR‐148a possesses the validated sequence motif, we also evaluated its co‐localisation using a loop region probe. We observed co‐localisation of hnRNPK and loop probe (specific to precursor form) in nuclear bodies but not in cytoplasmic puncta (Figure 5C). This result suggests that mature miRNA are most likely the target of hnRNPK‐mediated exosomal sorting.

To supplement this observation, we assessed hnRNPK co‐localisation with an additional motif‐containing miRNA (miR‐30a‐5p), as well as non‐motif containing miRNA (miR‐363‐3p) and a non‐targeting scrambled control (Figure 5D, S4, Table S3). Consistent with the miR‐148a‐3p results, miR‐30a‐5p (but not precursor miR‐30a) co‐localised with hnRNPK in cytoplasmic puncta in PC3‐CONT cells, whereas miR‐363‐3p displayed a diffuse cytoplasmic signal not specific to hnRNPK (Figure S4). The co‐localisation observed between miR‐30a‐5p and hnRNPK in cytoplasmic puncta was lost in PC3‐CAVIN1 cells, but co‐location at the nuclear bodies was maintained (Figure S4). These results confirm the specific interaction between hnRNPK and mature motif‐containing miRNA to cytoplasmic puncta.

Lastly, we tested the hypothesis that hnRNPK‐miR‐148a‐3p interaction occurs at forming EVs of endosomal origin (exosomes) by co‐localisation analysis of both hnRNPK and miR‐148a‐3p with the MVB marker CD9 (Figure 5E). Co‐localisation of hnRNPK, miR‐148a‐3p and CD9 was assessed by profile plot and Pearson correlation in PC3 cells which had been treated with hnRNPK siRNA (si‐hnRNPK) or non‐targeting control (si‐NegCont). As shown in Figure 5E, high correlation of hnRNPK, miR‐148a‐3p and CD9 was observed in si‐NegCont PC3 cells (*r* = 0.62–0.7), while no co‐localisation was observed between these molecules after treatment with si‐hnRNPK (*r* = 0.03–0.18), indicating that hnRNPK is required for localisation of miR‐148a‐3p to the forming exosome.

### 3.6 Membrane lipid environment dictates hnRNPK localisation

CAV1 binding to hnRNPKA2/B1 was recently reported as a mechanism of loading miRNA to microvesicles in lung epithelial cells.^38^ While we observed that CAV1 is indeed released in PC3 EV via the endosomal‐pathway,^39^ its release is not altered in PC3‐CAVIN1 cells.^4^ To test the possibility that CAV1 binds to hnRNPK in the PC3 cell model, we conducted a coimmunoprecipitation experiment to find hnRNPK binding partners in both PC3‐CONT and PC3‐CAVIN1 whole cell lysates. Western blotting of the eluent identified known hnRNPK binding partners; FUS and YB1, but not CAV1 or CAVIN1 (Figure 6A). These results indicate non‐caveolar CAV1 regulates hnRNPK localisation via indirect mechanisms.

**FIGURE 6:**
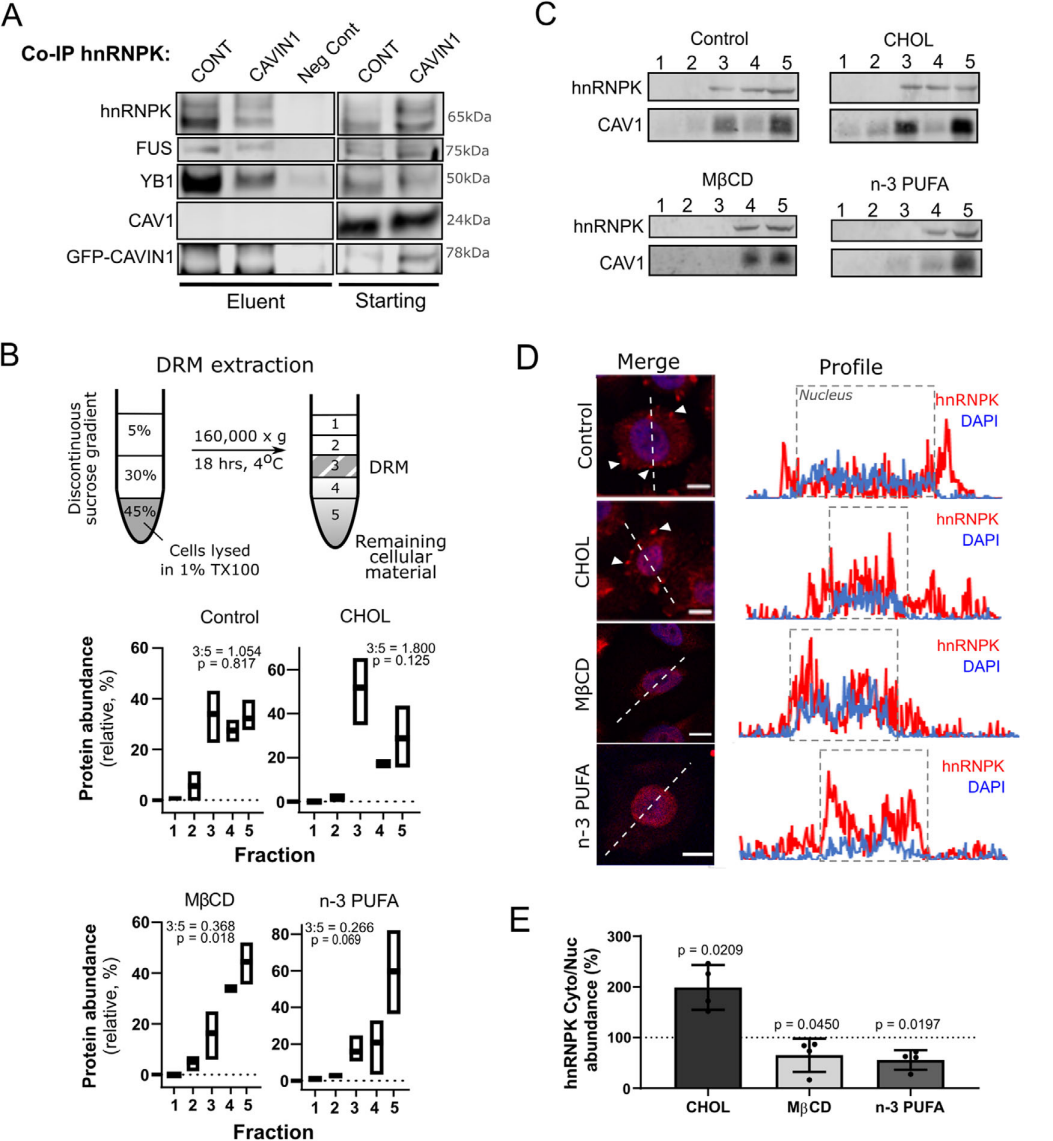
Remodelling of membrane raft environments regulates hnRNPK localisation. **(A)** Western blot following co‐immunoprecipitation to assess hnRNPK binding partners in PC3‐CONT (CONT) and ‐CAVIN1 (CAVIN1) cells. Eluent and starting lysate were blotted for hnRNPK, as well as known hnRNPK binding partners, FUS and YB1, and potential binders CAV1 and CAVIN1. Non‐targeting IgG was used as a negative control (Neg Cont) for the immunoprecipitation experiment using PC3‐CONT lysate. (**B‐E)** PC3 cells were exposed to 500μM MβCD, 50μM cholesterol (Chol), or n‐3 PUFA (30μM DHA: 45μM EPA) in LPDS/RPMI1640 for 24 h. Cells were exposed to LPDS/RPMI1640 as a non‐treatment control (termed Control). (**B)** Sucrose gradient separation of detergent resistant membranes (DRMs, fraction 3) from cellular membranes (fraction 4 and 5) of PC3 cells. The effect of CHOL, MβCD and n‐PUFA on DRM was measured by relative protein abundance of each fraction (mean ± SD, fraction abundance relative to total protein). Bar depicts max‐mix range and mean for three biological replicates. Note that 3:5 ratio was calculated comparing mean abundance of fraction 3 and 5, and *p* value compared abundance between 3 and 5. (**C)** DRM fractions were immunoblotted for hnRNPK and CAV1 (membrane raft marker). Equal volume was loaded into each well. (**D)** Localisation of hnRNPK (red) and DAPI (blue) following exposure to lipid manipulation reagent. Scale bar is 10 μm. Profile plots (right) highlight the overlap between hnRNPK and DAPI signal, with the nuclear regions boxed. For additional replicates (*n* = 3), see Figure S5. (**E)** Cytoplasmic‐to‐nuclear hnRNPK ratio compared across the different manipulations, relative to non‐treatment control (100%). Error bars represent standard deviation (*n* = 4 per condition). Paired *t*‐test compares each condition to negative control. Figure S5 displays western immunoblot underpinning this figure, and quantitation available in Table S4

As CAV1 and CAVIN1 regulate the formation of caveolae, we speculated that hnRNPK localisation may be associated with membrane raft structures. To test this hypothesis, we monitored hnRNPK localisation after exposure to compounds which target membrane raft formation, namely cholesterol, methyl‐β‐clycodextrin (MβCD) and omega‐3 polyunsaturated fatty acids (n‐3 PUFA). While addition of cholesterol induces tight clustering of sphingolipids to form membrane rafts, addition of bulky n‐3 PUFA destabilises this clustering effect by displacing cholesterol and decreasing molecular order.^14^, ^40^

PC3 cells were treated with cholesterol (CHOL), the cholesterol‐chelating agent Methyl‐β‐cyclodextrin (MβCD) or n‐3 PUFA (EPA and DHA) for 24 h. Membrane raft fraction was collected by the DRM method involving detergent extraction and sucrose gradient (Figure 6B). DRM protein abundance (Figure 6B; TableS4, Tab 1) and immunoblotting for CAV1 as a known membrane raft protein confirmed successful DRM floatation to fraction 3, where hnRNPK was also detected in control treatment (Figure 6C). As expected, MβCD and n‐3 PUFA treatment disrupted membrane rafts, as seen by loss of CAV1 from fraction 3 and reduction of DRM protein. In agreement with our hypothesis, hnRNPK was also lost from fraction 3 under the same conditions (Figure 6C). Furthermore, relative DRM protein content across the conditions shows the same trend (Figure 6B; Table S4, Tab 1), indicating that hnRNPK is regulated with other raft proteins in PC3 cells.

We then assessed whether hnRNPK localisation is altered by raft disruption using immunofluorescent microscopy (Figure 6D). Extranuclear hnRNPK (red) was observed in control and cholesterol treatments (arrows in Figure 6D) but tends to be reduced upon raft disruption by MβCD and n‐3 PUFA, with increased localisation to nuclear regions (blue, region boxed). To quantify this trend, we performed an independent experiment where we extracted cytoplasmic and nuclear fractions from exposed cells, and measured hnRNPK signal in each compartment via quantitative immunoblotting (Figure 6E). Cytoplasmic‐to‐nuclear ratios were compared to non‐treatment control to determine deviation from the baseline cytoplasmic abundance. Cholesterol exposure increased hnRNPK cytoplasmic signal compared to nuclear compartment (Figure 6E, Table S4, Tab 2), consistent with increased membrane raft formation. Conversely, disruption of membrane rafts via n‐3 PUFA or MβCD resulted in reduced cytoplasmic hnRNPK content and redistribution to the nuclear compartment. These data confirm aberrant hnRNPK localisation is induced by membrane raft formation driven by non‐caveolar CAV1, where remodelling by treatment or caveolar formation returns hnRNPK to canonical nuclear localisation.

### 3.7 Elevated EV hnRNPK detected in body fluids from metastatic prostate and colorectal cancers

Finally, we went on to measure hnRNPK EV protein in cancer biofluids. We made use of a limited cohort of prostate cancer patients with long‐term follow‐up. Seminal plasma EVs collected by ultracentrifugation were immunoblotted for hnRNPK from four localised prostate cancer and four metastatic prostate cancer cases. A cellular marker (ERp44) and EV markers (CD9 and β‐actin) were used to assess cellular contamination and confirm EV isolation. In this small cohort, all four metastatic cases displayed elevated levels of EV hnRNPK, with no detectable signal observed in the non‐metastatic samples (Figure 7A).

**FIGURE 7:**
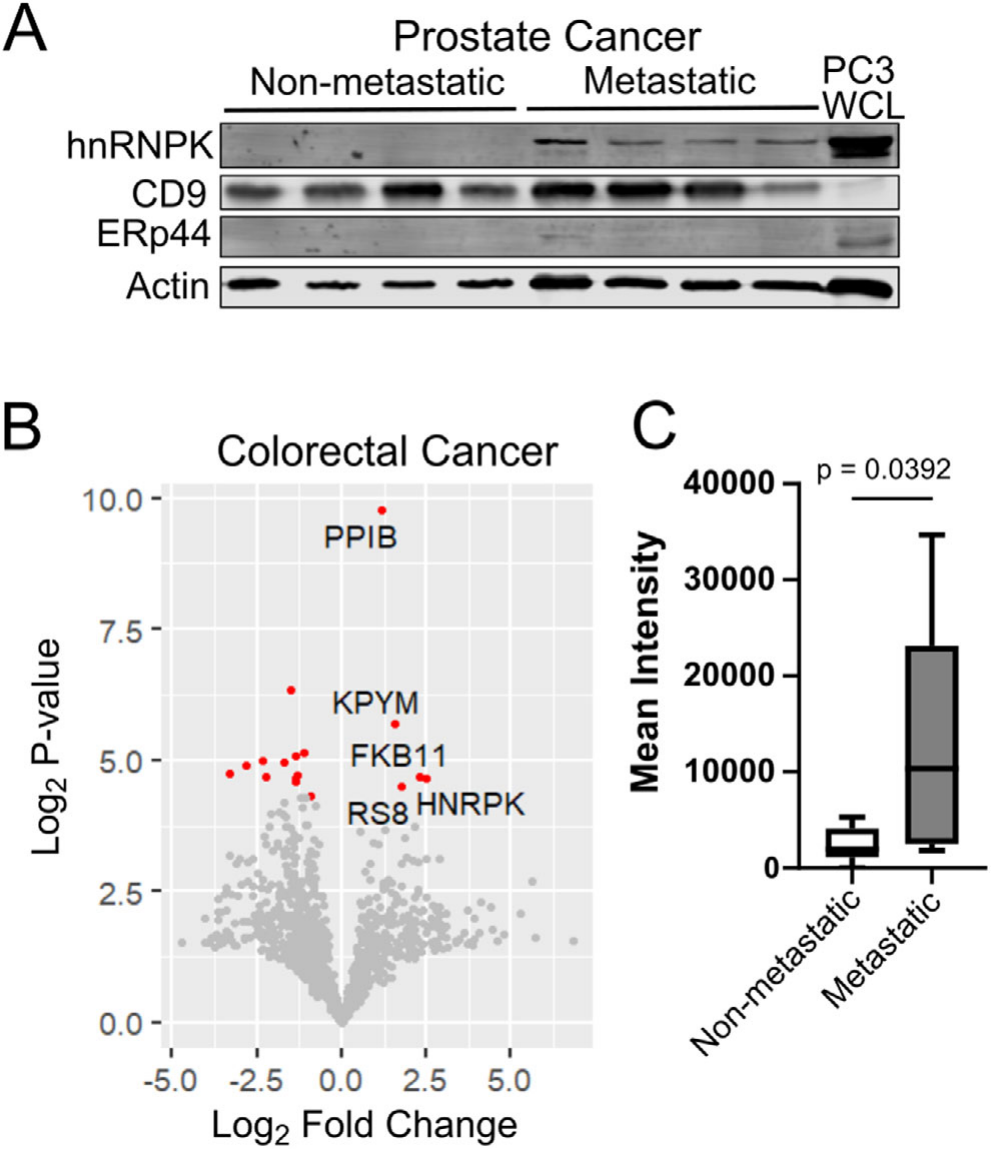
EV hnRNPK is elevated in body fluids from metastatic prostate and colorectal cancer. **(A)** EVs were prepared from seminal plasma samples from patients with clinically localised prostate cancer and metastatic prostate cancer. Extracts (15 μg EV protein or PC3 whole cell lysate) were immunoblotted for hnRNPK, EV markers CD9 and actin, and cellular marker ERp44. (**B)** SWATH data for plasma EV proteomics derived from CRC patients with either metastatic (Grade III and IV, *n* = 8) or non‐metastatic (Grade I and II, *n* = 8) disease. Log_2_ fold changes (log2FC) were calculated for all proteins detected in CRC EVs, comparing low‐ to high‐grade protein levels, and *p*‐value calculated using a two‐sided unpaired *t*‐test. All significant proteins (*p*‐value < 0.05) are shown in red, and proteins increased in metastatic disease labelled. For normalised intensity and processed data, see Table S5. (**C)** Mean normalised protein intensities for plasma EV hnRNPK for non‐metastatic and metastatic CRC

To further extend this finding, we next examined plasma EVs from a cohort of colorectal cancer patients, as CAV1 has been previously associated with metastatic CRC,^41^, ^42^, ^43^ and hnRNPK has been detected in both EV and membrane raft proteomes of colorectal cancer.^44^, ^45^, ^46^ Unbiased proteomics using SWATH‐MS was conducted on plasma EVs from a cohort of 16 CRC patients: eight early (Grade I and II) and eight metastatic (Grade III and IV). Of the 1150 proteins measured, 16 proteins were significantly different between early and metastatic disease (Figure 7B, Table S5). Only five EV proteins were significantly higher in metastatic CRC, with hnRNPK having the highest fold‐change (log2FC = 2.47, *p*‐val = 0.039). The boxplot in Figure 7C shows the normalised intensity of hnRNPK levels in plasma EVs from early versus metastatic CRC. Taken together, these limited clinical cohort studies conducted using independent methods suggest a potential role for EV hnRNPK in metastatic disease.

## 4 DISCUSSION

Recent studies highlight key roles of EVs in multiple steps of cancer progression, from metastatic niche establishment to immune suppression.^7^, ^47^ Given their pleiotropic actions, inhibiting the release of metastasis‐promoting EVs would be an attractive approach, if the mechanisms of this EV cargo loading were known and targetable. Initial research on cancer exosomes focused on the proteomic cargo, but recent studies highlight key roles for exosomal miRNA in cancer.^48^ Furthermore, while many studies consider the importance of lipid composition in EV biogenesis, this is the first study to define the molecular components of membrane lipid‐mediated selective EV miRNA loading. Specifically, this study reveals a mechanistic link between non‐caveolar CAV1‐driven membrane remodelling and exosomal miRNA composition, through motif‐guided miRNA recruitment via hnRNPK protein redistribution. The functional role for hnRNPK in PC3 EV‐mediated osteoclastogenesis and EV hnRNPK detection in metastatic prostate and colorectal cancers implicate EV hnRNPK as a potential biomarker for metastatic cancer. Importantly, we show that raft disruption by MβCD or n‐3 PUFA effectively reduced hnRNPK cytoplasmic localisation, opening the door for potential metastasis chemoprevention.

This study utilised non‐caveolar CAV1 in aggressive prostate cancer cells as a model system to investigate the molecular mechanisms of miRNA loading to EVs. CAV1 primarily resides in plasma membrane caveolae in the presence of the co‐factor protein CAVIN1.^1^, ^49^ In the absence of CAVIN1, non‐caveolar CAV1 is internalised for degradation via endolysosomes.^1^, ^49^ This continual endocytosis of non‐caveolar CAV1 also leads to broader membrane remodelling, impacting MVB and exosome composition. Indeed, recent studies implicate intracellular CAV1 in regulating various organelle compartments, with particular emphasis on roles in autophagosomes and cancer.^39^, ^50^, ^51^ The premise that membrane remodelling drives exosomal miRNA sorting is consistent with our prior observation that CAVIN1 attenuates non‐caveolar CAV1 in prostate cancer but CAVIN1 itself was not detected in PC3 EVs.^2^

In addition to CAV1, other metastasis‐promoting genes like Ras family proteins and tetraspanins also impact membrane composition,^52^, ^53^, ^54^ hence, membrane remodelling appears to be a common mechanism underlying release of pro‐metastatic EVs in cancers. The role of membrane raft proteome in mediating cholesterol‐associated metastasis was previously highlighted in our prostate cancer xenograft hypercholesterolemic diet study,^55^ which identified a cholesterol‐responsive protein, IQGAP1, that mediates cell migration and invasion and was essential for hypercholesterolemia‐induced metastasis in vivo.^55^ While cholesterol is known to regulate gene expression via SREBP and LXR, cholesterol treatment did not increase IQGAP1 transcription in prostate cancer cells, but rather increased membrane raft IQGAP1,^55^ presumably stabilizing the protein. Together with the new data showing membrane rafts regulate hnRNPK translocation and EV miRNA, membrane remodelling appears to activate multiple metastasis‐promoting pathways. This process could be targeted in novel metastasis chemoprevention.

The classic gene silencing role of miRNAs involves direct interactions with Argonaute proteins (AGO) and formation of miRNA‐induced silencing complex (miRISC) leading to translational repression and/or degradation of target mRNAs.^56^ miRISCs have been detected in several subcellular compartments in the cytoplasm (P‐bodies, stress granules, MVB, ER) as well as in the nucleus.^57^ The importance of subcellular location of specific miRISC is beginning to be appreciated.^57^ In one recent study, a paraspeckle protein SFPQ (splicing factor proline/glutamine rich) has been reported as influencing mRNA‐miRNA targeting via RNA sequence motifs and AGO2 interactions in both nucleus and cytoplasm.^58^ However, it is still unknown if hnRNPK could itself interact with miRISC and play a role in miRNA regulation in the nucleus of non‐malignant cells. As reported by Treiber et al, the various members of the hnRNP family also seem to participate in miRNA biogenesis^59^; however, their exact role and whether miRISC is involved are yet to be determined. It is tempting to suggest that hnRNPs involved in biogenesis simply becomes mis‐localised under certain stimuli, leading to altered miRNA loading to EVs. This hypothesis should be evaluated in future studies.

This study further establishes the hnRNP family as EV miRNA chaperones, following recent reports for hnRNPA2B1 and hnRNPQ.^27^, ^28^ Lee et al recently reported direct interaction with phosphorylated CAV1 mediates hnRNPKA2B1 EV recruitment.^38^ In PC3 cells, we did not detect direct interaction between hnRNPK and CAV1, but demonstrated non‐caveolar CAV1‐induced membrane raft‐mediated hnRNPK translocation to MVB/EV. We speculate that different mechanisms regulate the EV targeting of different hnRNP family members, loading a different miRNA repertoire to EVs. Future studies should investigate the differential regulatory mechanisms of hnRNP family members’ subcellular localisation and miRNA sorting.

hnRNPK shuttles between nuclear and cytoplasmic stress granules in healthy cells, regulated by phosphorylation.^60^, ^61^ It is predominantly nuclear in non‐malignant cells (Figure 4C ^62^), but reported to be overexpressed in various cancers with an increase in cytoplasmic localisation.^29^, ^63^ This change in subcellular localisation is proposed to be a major regulator in hnRNPK pro‐oncogenic functions over its canonical healthy nuclear function. This study provides the first evidence that cytoplasmic hnRNPK co‐localises with MVB and participates in motif‐based miRNA loading to forming exosomes. While we demonstrate the raft‐dependency of hnRNPK translocation, further work is required to establish how hnRNPK interacts with membrane rafts in a regulated manner.

In summary, our study confirms hnRNPK as a motif‐dependent exosomal miRNA‐sorting protein, that is, regulated by membrane rafts and provides initial evidence for elevated EV hnRNPK in metastatic cancers. Raft disruption by cholesterol depletion or n‐3 PUFA treatment is a potential approach to attenuate metastatic EV production. While we have focused on implications in cancer, extra‐nuclear hnRNPK has been reported to play a role in several other biological processes, including axonal outgrowth^64^ via local axonal mRNA translation^65^ as well as regulation of dendritic spine morphology.^66^ Hence, membrane remodelling may have broader roles in RNA subcellular localisation and release.

## CONFLICT OF INTERESTS

The authors have no competing financial interests to declare.

## AUTHOR CONTRIBUTIONS

Michelle M. Hill and Alexandre S. Cristino conceived and supervised the project. Harley Robinson, Archa H. Fox, Nicole Cloonan, Renée S. Richards, Carlos Salomon, Alexandre S. Cristino and Michelle M. Hill contributed to experimental design. David Margolin, Li Li, Archa H. Fox and Robert A. Gardiner contributed clinical cohort. Harley Robinson, Jayde E. Ruelcke, Amanda Lewis, Vandhana Bharti, Shivangi Wani and Andrew Lai performed laboratory research. Harley Robinson, Nicole Cloonan and Alexandre S. Cristino performed computational analyses. Charles S. Bond, Archa H. Fox, Nicole Cloonan, Robert A. Gardiner, Robert G. Parton, Alexandre S. Cristino and Michelle M. Hill contributed to data interpretation. Harley Robinson, Alexandre S. Cristino and Michelle M. Hill wrote the manuscript. All authors approved the manuscript.

## Supporting information

Supporting materials and methods: SWATH library generation and sample processing.
Figure S1: hnRNPK translocates between MVB in PC3‐CONT cells to mitochondrial and ER regions in PC3‐CAVIN1 cells, related to Figure 2. CD9 (MVB marker), ERp44 (ER marker) and VDAC4 (mitochondrial marker) localisation (green) relative to hnRNPK (red) in PC3‐CONT (A) and PC3‐CAVIN1 (B) cells. DAPI (blue) displays nuclear localisation. Images taken from two to four biological replicates. Scale bars are 10 μm. Boxed areas in top panel indicate ROI for co‐localisation analysis. Data retrieved from analysis are available in Table S3.
Figure S2: hnRNPK only translocates to MVB compartments in CAV1 expressing LNCaP cells, related to Figure 2. Images show hnRNPK (red) localisation in LNCaP‐CONT (A), LNCaP‐CAV1 (B) and LNCaP‐CAVIN1 (C) cell lines, relative to CD9 (green) and DAPI (blue) staining. Images were taken from three biological replicates. Scale bar denotes 10 μm. Boxed regions in composite (merge) indicate ROIs for co‐localisation analysis. Data retrieved from analysis are available in Table S3.
Figure S3: hnRNPK only translocates to MVB compartments in CAV1 expressing HEK293 cells, related to Figure 2. Additional images showing hnRNPK (red) and CD9 (green) localisation in HEK293‐CONT (A) and HEK293‐CAV1 (B) cell lines, and DAPI (blue) staining. Images were taken from three biological replicates. Scale bar denotes 10 μm. Boxed regions in composite (merge) indicate ROIs for co‐localisation analysis. Data retrieved from analysis are available in Table S3.
Figure S4: Motif‐containing mature miR‐30a co‐localised with hnRNPK in PC3‐CONT cells, related to Figure 5. Mature motif‐containing miR‐30a‐5p, precursor miR‐30a (miR‐30a‐loop), a motif‐absent miR‐363‐3p and a scrambled miRNA (green) control were visualised using miR‐ISH and co‐localised with hnRNPK (red) in PC3‐CONT and PC3‐CAVIN1 cells. Ten ROIs were used for co‐localisation analysis (right), where applicable. Data retrieved from analysis are available in Table S3.
Figure S5: Membrane raft alterations modify hnRNPK localisation in PC3 cells, related to Figure 6. A) hnRNPK (red) and DAPI (blue) were visualised after exposure of PC3 cells to 500μM MβCD, 50μM cholesterol (CHOL), or n‐3 PUFA (30μM DHA: 45μM EPA) in LPDS/RPMI1640 for 24 h across three biological replicates. B) Western immunoblot comparing nuclear and cytoplasmic signal for hnRNPK, DDX5 (nuclear marker), HSP90 (cytoplasmic marker) and actin (loading control). Note that 10 μg protein loaded into each well. Quantitation of each band used for analysis is available in Table S4 for all replicates. Click here for additional data file.

Table S1: Patient information tables, related to Methods. Prostate cancer patient information (Tab 1) and colorectal cancer patient information (Tab 2). Click here for additional data file.

Table S2: DESeq2 results for cellular miRNA (Tab 1), EVs (Tab 2), and the associated classification analysis (Tab 3), motif enrichment (Tab 4), motif scanning (Tab 5) and pathway enrichment analysis (Tab 6, PANTHER and Reactome analyses) related to Figure 1. Click here for additional data file.

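Tabs 1 and 2 of Table S2 give, for each of the 317 miRNAs, a base mean, a log2FC with its standard error, a p-value and an adjusted p, and the mean of the normalised counts in PC3-CONT and in PC3-CAVIN1. Base means and group means were recomputed from the deposited normalised counts, with values called equal within a relative difference of 0.001. For EVs, all 3 quantities were equal for 317 miRNAs. For cells, the group means were equal for 317 miRNAs and the base means for 279. In the cell columns of the normalised table, 38 miRNAs hold the values of another miRNA. With these moved back by their counts, the base means were equal for 317 and the group means for 279. For miR-21-5p in cells, the paper's base mean is 203771, while its means of PC3-CONT and PC3-CAVIN1 are 10.3 and 12.1. The counts of miR-21-5p in cells were 1454, 452083 and 589670 in PC3-CONT and 1186, 941163 and 668578 in PC3-CAVIN1.
Every normalised column was whole reads divided by 1 factor per sample, to within 0.01 of a read for 100% of values under 1000 reads. This factor equalled the median-of-ratios size factor computed over the 6 EV or the 6 cell samples. In 10 of the 12 columns the whole reads were the filtered counts, once the moved values were put back. In PC3-CONT EV replicate 3 they summed to 211965, where the filtered counts sum to 1157353, and in PC3-CONT cell replicate 3 to 1359587, where the filtered counts sum to 1704955. Across miRNAs, the Spearman correlation of these columns with the counts was 0.902 and 0.921.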

Table S3: Co‐localisation analysis between hnRNPK and CD9 (Tab 1), and hnRNPK and miRNA targets (Tab 2), related to Figures 2 and 5. Click here for additional data file.

Table S4: Quantitative analyses for raft disruption treatments for DRM protein abundance (Tab 1) and hnRNPK level in cytoplasmic and nuclear fractions (Tab 2), related to Figure 6. Click here for additional data file.

Table S5: SWATH data from serum EVs extracted from early and metastatic CRC patients, relating to Figure 7 Click here for additional data file.

Table S6: Complete list of oligonucleotides used in this paper. Each custom made oligonucleotide was purchased from Integrated DNA technologies (IDT). Click here for additional data file.

## Data Availability

The RNA sequencing data have been deposited to the Gene Expression Omnibus (GEO) under the accession number GSE109356.

## References

[1] Hill MM , Bastiani M , Luetterforst R , et al. PTRF‐cavin, a conserved cytoplasmic protein required for caveola formation and function. Cell. 2008;132(1):113–124.1819122510.1016/j.cell.2007.11.042PMC2265257

[2] Moon H , Lee CS , Inder KL , et al. PTRF/cavin‐1 neutralizes non‐caveolar caveolin‐1 microdomains in prostate cancer. Oncogene. 2014;33(27):3561–3570.2393418910.1038/onc.2013.315

[3] Inder KL , Zheng YZ , Davis MJ , et al. Expression of PTRF in PC‐3 cells modulates cholesterol dynamics and the actin cytoskeleton impacting secretion pathways. Mol Cell Proteomics. 2012;11(2):M111.012245.10.1074/mcp.M111.012245PMC327776122030351

[4] Inder KL , Ruelcke JE , Petelin L , et al. Cavin‐1/PTRF alters prostate cancer cell‐derived extracellular vesicle content and internalization to attenuate extracellular vesicle‐mediated osteoclastogenesis and osteoblast proliferation. J Extracell Vesicles. 2014;3:23784.10.3402/jev.v3.23784PMC407291225018864

[5] Vlassov AV , Magdaleno S , Setterquist R , Conrad R . Exosomes: current knowledge of their composition, biological functions, and diagnostic and therapeutic potentials. Biochim Biophys Acta. 2012;1820(7):940–948.2250378810.1016/j.bbagen.2012.03.017

[6] Witwer KW , Théry C . Extracellular vesicles or exosomes? On primacy, precision, and popularity influencing a choice of nomenclature. J Extracellular Vesicles. 2019;8(1):1648167.3148914410.1080/20013078.2019.1648167PMC6711079

[7] Becker A , Thakur BK , Weiss JM , Kim HS , Peinado H , Lyden D . Extracellular vesicles in cancer: cell‐to‐cell mediators of metastasis. Cancer Cell. 2016;30(6):836–848.2796008410.1016/j.ccell.2016.10.009PMC5157696

[8] Kim Y‐K . Extracellular microRNAs as biomarkers in human disease. Chonnam Med J. 2015;51(2):51–57.2630629910.4068/cmj.2015.51.2.51PMC4543150

[9] Guo H , Ingolia NT , Weissman JS , Bartel DP . Mammalian microRNAs predominantly act to decrease target mRNA levels. Nature. 2010;466(7308):835–840.2070330010.1038/nature09267PMC2990499

[10] Andreu Z , Yáñez‐Mó M . Tetraspanins in extracellular vesicle formation and function. Front Immunol. 2014;5:442–442.2527893710.3389/fimmu.2014.00442PMC4165315

[11] Sonnino S , Prinetti A . Membrane domains and the “lipid raft” concept. Curr Med Chem. 2013;20(1):4–21.23150999

[12] Fan J , Sammalkorpi M , Haataja M . Influence of nonequilibrium lipid transport, membrane compartmentalization, and membrane proteins on the lateral organization of the plasma membrane. Phys Rev. 2010;81(1):011908.10.1103/PhysRevE.81.01190820365400

[13] Trajkovic K , Hsu C , Chiantia S , et al. Ceramide triggers budding of exosome vesicles into multivesicular endosomes. Science. 2008;319(5867):1244–1247.1830908310.1126/science.1153124

[14] Mohamed A , Robinson H , Erramouspe PJ , Hill MM . Advances and challenges in understanding the role of the lipid raft proteome in human health. Expert Rev Proteomics. 2018;15(12):1053–1063.3040389110.1080/14789450.2018.1544895

[15] Kosaka N , Iguchi H , Yoshioka Y , Takeshita F , Matsuki Y , Ochiya T . Secretory mechanisms and intercellular transfer of MicroRNAs in living cells. J Biol Chem. 2010;285(23):17442–17452.2035394510.1074/jbc.M110.107821PMC2878508

[16] Škalamera D , Dahmer M , Purdon AS , et al. Generation of a genome scale lentiviral vector library for EF1α promoter‐driven expression of human ORFs and identification of human genes affecting viral titer. PLoS One. 2012;7(12):e51733.2325161410.1371/journal.pone.0051733PMC3520899

[17] Risso D , Ngai J , Speed TP , Dudoit S . Normalization of RNA‐seq data using factor analysis of control genes or samples. Nat Biotechnol. 2014;32:896.2515083610.1038/nbt.2931PMC4404308

[18] Love MI , Huber W , Anders S . Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq2. Genome Biol. 2014;15(12):550.2551628110.1186/s13059-014-0550-8PMC4302049

[19] Hughes JD , Estep PW , Tavazoie S , Church GM . Computational identification of cis‐regulatory elements associated with groups of functionally related genes in Saccharomyces cerevisiae. J Mol Biol. 2000;296(5):1205–1214.1069862710.1006/jmbi.2000.3519

[20] Harbison CT , Gordon DB , Lee TI , et al. Transcriptional regulatory code of a eukaryotic genome. Nature. 2004;431:99.1534333910.1038/nature02800PMC3006441

[21] Cook KB , Kazan H , Zuberi K , Morris Q , Hughes TR . RBPDB: a database of RNA‐binding specificities. Nucleic Acids Res. 2011;39(Database issue):D301–D308.2103686710.1093/nar/gkq1069PMC3013675

[22] Fabregat A , Jupe S , Matthews L , et al. The reactome pathway knowledgebase. Nucleic Acids Res. 2018;46(D1):D649–D655.2914562910.1093/nar/gkx1132PMC5753187

[23] Thomas PD . PANTHER: a library of protein families and subfamilies indexed by function. Genome Res. 2003;13(9):2129–2141.1295288110.1101/gr.772403PMC403709

[24] Knott GJ . *Structural Insights into DBHS Protein Dimerisation and Nucleic Acid Binding*. Perth: School of Chemistry and Biochemistry. The Univeristy of Western Australia; 2016.

[25] Robinson HR , Hill MMC , Cristino AS . Subcellular localization of MicroRNAs by MicroRNA in situ hybridization (miR‐ISH). In: Batra J , Srinivasan S , editors. Theranostics: Methods and Protocols. New York: Springer; 2019:159–169.10.1007/978-1-4939-9769-5_1131482455

[26] Bailey TL , Boden M , Buske FA , et al. MEME suite: tools for motif discovery and searching. Nucleic Acids Res. 2009;37(suppl_2):W202–W208.1945815810.1093/nar/gkp335PMC2703892

[27] Santangelo L , Giurato G , Cicchini C , et al. The RNA‐binding protein SYNCRIP is a component of the hepatocyte exosomal machinery controlling MicroRNA sorting. Cell Rep. 2016;17(3):799–808.2773285510.1016/j.celrep.2016.09.031

[28] Villarroya‐Beltri C , Gutiérrez‐Vázquez C , Sánchez‐Cabo F , et al. Sumoylated hnRNPA2B1 controls the sorting of miRNAs into exosomes through binding to specific motifs. Nat Commun. 2013;4:2980.2435650910.1038/ncomms3980PMC3905700

[29] Otoshi T , Tanaka T , Morimoto K , Nakatani T . Cytoplasmic accumulation of heterogeneous nuclear ribonucleoprotein k strongly promotes tumor invasion in renal cell carcinoma cells. PLoS One. 2016;10(12):e0145769.10.1371/journal.pone.0145769PMC469921526713736

[30] Barboro P , Salvi S , Rubagotti A , et al. Prostate cancer: prognostic significance of the association of heterogeneous nuclear ribonucleoprotein K and androgen receptor expression. Int J Oncol. 2014;44(5):1589–1598.2462677710.3892/ijo.2014.2345

[31] Wang LG , Johnson EM , Kinoshita Y , et al. Androgen receptor overexpression in prostate cancer linked to Purα loss from a novel repressor complex. Cancer Res. 2008;68(8):2678.1841373510.1158/0008-5472.CAN-07-6017

[32] Barboro P , Repaci E , Rubagotti A , et al. Heterogeneous nuclear ribonucleoprotein K: altered pattern of expression associated with diagnosis and prognosis of prostate cancer. Br J Cancer. 2009;100(10):1608–1616.1940168710.1038/sj.bjc.6605057PMC2696760

[33] Mukhopadhyay NK , Kim J , Cinar B , et al. Heterogeneous nuclear ribonucleoprotein K is a novel regulator of androgen receptor translation. Cancer Res. 2009;69(6):2210.1925851410.1158/0008-5472.CAN-08-2308PMC2659763

[34] Maurizi A , Rucci N . The osteoclast in bone metastasis: player and target. Cancers (Basel). 2018;10(7):218.10.3390/cancers10070218PMC607106429954079

[35] Huang X , Xiong X , Liu J , Zhao Z , Cen X . MicroRNAs‐containing extracellular vesicles in bone remodeling: an emerging frontier. Life Sci. 2020;254:117809.3242859810.1016/j.lfs.2020.117809

[36] Fan X , Xiong H , Wei J , et al. Cytoplasmic hnRNPK interacts with GSK3beta and is essential for the osteoclast differentiation. Sci Rep. 2015;5:17732.2663898910.1038/srep17732PMC4671015

[37] Choi HS , Hwang CK , Song KY , Law P‐Y , Wei L‐N , Loh HH . Poly(C)‐binding proteins as transcriptional regulators of gene expression. Biochem Biophys Res Commun. 2009;380(3):431–436.1928498610.1016/j.bbrc.2009.01.136PMC2657093

[38] Lee H , Li C , Zhang Y , Zhang D , Otterbein LE , Jin Y . Caveolin‐1 selectively regulates microRNA sorting into microvesicles after noxious stimuli. J Exp Med. 2019;216(9):2202–2220.3123551010.1084/jem.20182313PMC6719430

[39] Ariotti N , Wu Y , Okano S , et al. An inverted CAV1 (caveolin 1) topology defines novel autophagy‐dependent exosome secretion from prostate cancer cells. Autophagy. 2020. 10.1080/15548627.2020.1820787.PMC849672232897127

[40] Shaikh SR , Kinnun JJ , Leng X , Williams JA , Wassall SR . How polyunsaturated fatty acids modify molecular organization in membranes: insight from NMR studies of model systems. Biochim Biophys Acta. 2015;1848(1, Part B):211–219.2482077510.1016/j.bbamem.2014.04.020

[41] Henkhaus RS , Roy UKB , Cavallo‐Medved D , Sloane BF , Gerner EW , Ignatenko NA . Caveolin‐1‐mediated expression and secretion of Kallikrein 6 in colon cancer cells. Neoplasia. 2008;10(2):140–148.1828333610.1593/neo.07817PMC2244689

[42] Cavallo‐Medved D . Caveolin‐1 mediates the expression and localization of cathepsin B, pro‐urokinase plasminogen activator and their cell‐surface receptors in human colorectal carcinoma cells. J Cell Sci. 2005;118(7):1493.1576984610.1242/jcs.02278

[43] Selga E , Morales C , Noé V , Peinado MA , Ciudad CJ . Role of Caveolin 1, E‐Cadherin, Enolase 2 and PKCalpha on resistance to methotrexate in human HT29 colon cancer cells. BMC Med Genet. 2008;1(1):35.10.1186/1755-8794-1-35PMC252749018694510

[44] Arielly SS , Ariel M , Yehuda R , Scigelova M , Yehezkel G , Khalaila I . Quantitative analysis of caveolin‐rich lipid raft proteins from primary and metastatic colorectal cancer clones. J Proteomics. 2012;75(9):2629–2637.2248405810.1016/j.jprot.2012.03.011

[45] Beckler MD , Higginbotham JN , Franklin JL , et al. Proteomic analysis of exosomes from mutant KRAS colon cancer cells identifies intercellular transfer of mutant KRAS. Mol Cell Biochem. 2013;12(2):343–355.10.1074/mcp.M112.022806PMC356785823161513

[46] Hurwitz SN , Rider MA , Bundy JL , Liu X , Singh RK , Meckes DG . Proteomic profiling of NCI‐60 extracellular vesicles uncovers common protein cargo and cancer type‐specific biomarkers. Oncotarget. 2016;7(52):86999–87015.2789410410.18632/oncotarget.13569PMC5341331

[47] Whiteside TL . Exosomes and tumor‐mediated immune suppression. J Clin Invest. 2016;126(4):1216–1223.2692767310.1172/JCI81136PMC4811135

[48] Bhome R , Del Vecchio F , Lee G‐H , et al. Exosomal microRNAs (exomiRs): small molecules with a big role in cancer. Cancer Lett. 2018;420:228–235.2942568610.1016/j.canlet.2018.02.002PMC5831981

[49] Hayer A , Stoeber M , Ritz D , Engel S , Meyer HH , Helenius A . Caveolin‐1 is ubiquitinated and targeted to intralumenal vesicles in endolysosomes for degradation. J Cell Biol. 2010;191(3):615–629.2104145010.1083/jcb.201003086PMC3003328

[50] Simón L , Campos A , Leyton L , Quest AFG . Caveolin‐1 function at the plasma membrane and in intracellular compartments in cancer. Cancer Metastasis Rev. 2020;39(2):435–453.3245826910.1007/s10555-020-09890-xPMC7311495

[51] Shi Y , Tan S‐H , Ng S , et al. Critical role of CAV1/caveolin‐1 in cell stress responses in human breast cancer cells via modulation of lysosomal function and autophagy. Autophagy. 2015;11(5):769–784.2594561310.1080/15548627.2015.1034411PMC4509445

[52] Zhou Y , Hancock JF . Ras nanoclusters: versatile lipid‐based signaling platforms. Biochim Biophys Acta. 2015;1853(4):841‐849.2523441210.1016/j.bbamcr.2014.09.008

[53] Termini CM , Gillette JM . Tetraspanins function as regulators of cellular signaling. Front Cell Dev Biol. 2017;5:34.2842895310.3389/fcell.2017.00034PMC5382171

[54] Molendijk J , Robinson H , Djuric Z , Hill MM . Lipid mechanisms in hallmarks of cancer. Mol Omics. 2020;16(1):6‐18.3175550910.1039/c9mo00128jPMC7184895

[55] Moon H , Ruelcke JE , Choi E , et al. Diet‐induced hypercholesterolemia promotes androgen‐independent prostate cancer metastasis via IQGAP1 and caveolin‐1. Oncotarget. 2015;6(10):7438–7453.2592423410.18632/oncotarget.3476PMC4480691

[56] Ha M , Kim VN . Regulation of microRNA biogenesis. Nat Rev Mol Cell Biol. 2014;15:509.2502764910.1038/nrm3838

[57] Leung AKL . The whereabouts of microRNA actions: cytoplasm and beyond. Trends Cell Biol. 2015;25(10):601–610.2641040610.1016/j.tcb.2015.07.005PMC4610250

[58] Bottini S , Hamouda‐Tekaya N , Mategot R , et al. Post‐transcriptional gene silencing mediated by microRNAs is controlled by nucleoplasmic Sfpq. Nat Commun. 2017;8(1):1189.2908494210.1038/s41467-017-01126-xPMC5662751

[59] Treiber T , Treiber N , Plessmann U , et al. A compendium of RNA‐binding proteins that regulate MicroRNA biogenesis. Mol Cell. 2017;66(2):270–284.e13.2843123310.1016/j.molcel.2017.03.014

[60] Moujalled D , James JL , Yang S , et al. Phosphorylation of hnRNP K by cyclin‐dependent kinase 2 controls cytosolic accumulation of TDP‐43. Hum Mol Genet. 2015;24(6):1655–1669.2541066010.1093/hmg/ddu578

[61] Habelhah H , Shah K , Huang L , et al. ERK phosphorylation drives cytoplasmic accumulation of hnRNP‐K and inhibition of mRNA translation. Nat Cell Biol. 2001;3(3):325–330.1123158610.1038/35060131

[62] Hope NR , Murray GI . The expression profile of RNA‐binding proteins in primary and metastatic colorectal cancer: relationship of heterogeneous nuclear ribonucleoproteins with prognosis. Hum Pathol. 2011;42(3):393–402.2119472710.1016/j.humpath.2010.08.006

[63] Watahiki A , Wang Y , Morris J , et al. MicroRNAs associated with metastatic prostate cancer. PLoS One. 2011;6(9):e24950.2198036810.1371/journal.pone.0024950PMC3184096

[64] Liu Y , Gervasi C , Szaro BG . A crucial role for hnRNP K in axon development in Xenopus laevis. Development. 2008;135(18):3125–3135.1872551710.1242/dev.022236

[65] Vidaki M , Drees F , Saxena T , et al. A requirement for mena, an actin regulator, in local mRNA translation in developing neurons. Neuron. 2017;95(3):608–622.e5.2873574710.1016/j.neuron.2017.06.048PMC5616167

[66] Proepper C , Steinestel K , Schmeisser MJ , et al. Heterogeneous nuclear ribonucleoprotein K interacts with Abi‐1 at postsynaptic sites and modulates dendritic spine morphology. PLoS One. 2011;6(11):e27045.2210287210.1371/journal.pone.0027045PMC3216941

# Supplementary material for: Caveolin‐1‐driven membrane remodelling regulates hnRNPK‐mediated exosomal microRNA sorting in cancer
**Source:** Clin Transl Med. 2021 Apr 8;11(4):e381. doi: 10.1002/ctm2.381
**Supplement:** Supplementary file 1 — Supporting materials and methods: SWATH library generation and sample processing. Figure S1: hnRNPK translocates between MVB in PC3‐CONT cells to mitochondrial and ER regions in PC3‐CAVIN1 cells, related to Figure 2. CD9 (MVB marker), ERp44 (ER marker) and VDAC4 (mitochondrial marker) localisation (green) relative to hnRNPK (red) in PC3‐CONT (A) and PC3‐CAVIN1 (B) cells. DAPI (blue) displays nuclear localisation. Images taken from two to four biological replicates. Scale bars are 10 μm. Boxed areas in top panel indicate ROI for co‐localisation analysis. Data retrieved from analysis are available in Table S3. Figure S2: hnRNPK only translocates to MVB compartments in CAV1 expressing LNCaP cells, related to Figure 2. Images show hnRNPK (red) localisation in LNCaP‐CONT (A), LNCaP‐CAV1 (B) and LNCaP‐CAVIN1 (C) cell lines, relative to CD9 (green) and DAPI (blue) staining. Images were taken from three biological replicates. Scale bar denotes 10 μm. Boxed regions in composite (merge) indicate ROIs for co‐localisation analysis. Data retrieved from analysis are available in Table S3. Figure S3: hnRNPK only translocates to MVB compartments in CAV1 expressing HEK293 cells, related to Figure 2. Additional images showing hnRNPK (red) and CD9 (green) localisation in HEK293‐CONT (A) and HEK293‐CAV1 (B) cell lines, and DAPI (blue) staining. Images were taken from three biological replicates. Scale bar denotes 10 μm. Boxed regions in composite (merge) indicate ROIs for co‐localisation analysis. Data retrieved from analysis are available in Table S3. Figure S4: Motif‐containing mature miR‐30a co‐localised with hnRNPK in PC3‐CONT cells, related to Figure 5. Mature motif‐containing miR‐30a‐5p, precursor miR‐30a (miR‐30a‐loop), a motif‐absent miR‐363‐3p and a scrambled miRNA (green) control were visualised using miR‐ISH and co‐localised with hnRNPK (red) in PC3‐CONT and PC3‐CAVIN1 cells. Ten ROIs were used for co‐localisation analysis (right), where applicable. Data retrieved from analy

## **Supporting information**

### **Caveolin-1-driven membrane remodelling regulates hnRNP-mediated exosomal microRNA sorting in cancer**

Running title: CAV1 drives hnRNP loading of exosomal miRNA

Harley Robinson<sup>1,2</sup>, Jayde E Ruelcke<sup>1</sup>, Amanda Lewis<sup>3</sup>, Charles S. Bond<sup>3</sup>, Archa H. Fox<sup>3,4,5</sup>, Vandhana Bharti<sup>2</sup>, Shivangi Wani<sup>2</sup>, Nicole Cloonan<sup>2</sup>, Andrew Lai<sup>6</sup>, David Margolin<sup>7</sup>, Li Li<sup>7</sup>, Carlos Salomon<sup>6,7,8</sup>, Renee S. Richards<sup>2</sup>, Aine Farrell<sup>6</sup>, Robert A Gardiner<sup>6</sup>, Robert G. Parton<sup>9,11</sup>, Alexandre S. Cristino<sup>1,10\*</sup>, Michelle M Hill<sup>1,2\*</sup>

### **Supporting figures in this document:**

Supporting materials and methods: SWATH library generation and sample processing.

Figure S1: hnRNP translocates between MVB in PC3-CONT cells to mitochondrial and ER regions in PC3-CAVIN1 cells, related to figure 2.

Figure S2: hnRNP only translocates to MVB compartments in CAV1 expressing LNCaP cells, related to figure 2.

Figure S3: hnRNP only translocates to MVB compartments in CAV1 expressing HEK293 cells, related to figure 2.

Figure S4: Motif-containing mature miR-30a co-localised with hnRNP in PC3-CONT cells, related to figure 5.

Figure S5: Membrane raft alterations modify hnRNP localisation in PC3 cells, related to figure 6.

### **Supporting tables in separate documents:**

Table S1: Patient information tables, related to Methods.

Table S2: DESeq2 results for cellular miRNA (Tab 1), EVs (Tab 2), and the associated classification analysis (Tab 3), Motif Enrichment (Tab 4) and Motif scanning (Tab 5) related to figure 1.

Table S3: Co-localisation analysis between hnRNP and CD9 (Tab 1), and hnRNP and miRNA targets (Tab 2), related to figures 2 and 5.

Table S4: Quantitative analyses for raft disruption treatments for DRM protein abundance (Tab 1) and hnRNP level in cytoplasmic and nuclear fractions (Tab 2), related to figure 6.

Table S5: SWATH data from serum EVs extracted from early and metastatic CRC patients, relating to Figure 7.

Table S6: Complete list of oligonucleotides used in this paper.

## **Supporting Methods and Materials.**

### **SWATH spectral library generation**

EV samples were lysed in 4% SDS, 50 mM Tris, pH 8.0 with 10 min sonication in a bath sonicator (Elmasonic). Pooled EV lysate from colorectal cancer plasma (30 µg) was separated on a 4-12% acrylamide/bisacrylamide gel (Thermo Fisher) then the gel was stained with Simply Blue for 1 hr. Ten gel bands were excised from each sample lane and were destained in 50% acetonitrile (v/v)/ 50 mM ammonium bicarbonate (ABC). The cysteine bonds were reduced with 10 mM dithiothreitol (DTT, Sigma) in 100 mM ABC at 56°C for 30 min and alkylated with 50 mM iodoacetamide (IAA, Sigma) for 20 min in the dark. Trypsin solution at 20 µg/mL (Promega) in 50 mM ammonium bicarbonate were added to just cover the gel pieces before an overnight incubation at 37°C. The resulting tryptic peptides were desalted using the SOLAµ HRP 96 well plates (Thermo Fisher).

Tryptic peptides (2 µg) were analysed on an AB SCIEX Triple TOF spectrometer (ABSCIEX, Redwood City, CA) coupled to a Nano Ultra 1D+ HPLC system (Eksigent, Redwood City, CA) with reversed phase CHROMXP C18CL 3 µm, 120<sup>0</sup>A, 150 x 0.075 mm (Eksigent, Redwood City, CA) analytical column and trap column (CHROMXP C18CL 5 µm, 10 x 0.3 mm; Eksigent, Redwood City, CA). On-column wash was performed for 15 min at 3 µL/min, while the analytical flow rate was 250 nL/min. LC gradient started with 95% mobile phase A (H<sub>2</sub>O/0.1% FA), 5% B (ACN/0.1%FA) at 0 min and increase to 10%B over for 2 min and then a 58-min linear gradient to 40% B followed by 50% B for 5 min. Mobile phase B was then increased from 50% to 95% over 10 min followed by column wash at 95% B for 15 min and re-equilibrated with 5% Buffer B for 6 min.

The mass spectrometer was operated in data-dependent acquisition (DDA) mode with the following parameters: ion spray voltage (IAVF) of 2200V, curtain gas of (CUR) 25, ion source gas of (GAS1) 10 and de-clustering potential (DP) of 70. Full scan (survey scan) mass spectra were acquired for 200 ms in high sensitivity mode from 300 to 1800 m/z followed by collision-induced dissociation (CID) data-dependent product ion scan (MS/MS) of most abundant ions (Top 18) from survey scan.

Accumulation time was set to 100 ms for product ion scan (MS/MS) with a collision energy (CE) of 10. Target ions already selected for the MS/MS were dynamically excluded for 15 s after two occurrences. The minimum threshold was set 50 counts per seconds (cps) for ion selection and ion with charge state 2 to 4 were selected for MS/MS.

### **SWATH sample processing**

Protein concentration of individual EV samples were estimated using Bradford assay (BioRad) then 20 µg was digested using filter-aided sample preparation (FASP) method. The lysates were diluted in 5 volumes of 8 M urea/ 50 mM Tris pH 8.5 and placed in a 30 kDa Centrifugal Filter Units (Pall). Proteins were reduced with 100 mM DTT for 1 hr at room temperature then alkylated with 50 mM IAA for 20 min in the dark. Reagents were removed by centrifugation at 10,000 x g at 20°C for 5 min. Trypsin in ABC was added at a 1:50 enzyme:protein ratio prior to an overnight incubation at 37°C. Peptides were then collected by adding 50 µL ABC to the filter before centrifugation at 10,000 x g at 20°C for 15 min. The resulting tryptic peptides were desalted using the SOLAµ HRP 96 well plates (Thermo Fisher).

Sequential Windowed Acquisition of All Theoretical Fragment Ion Mass Spectra (SWATH™) data acquisition used the same LC and ion source settings as described above, with a total of 32 isolation windows from 400 -1200 Da with a fixed window of 25 Da.

The data-dependent acquisition (DDA)-MS raw file was subjected to database searches using ProteinPilot software version 4.5b (Sciex, Framingham, MA). Raw data files from all fractions were analysed using the ProteinPilot software. For each sample, the raw data was searched against a

human SwissProt database from UNIPROT database (<http://www.uniprot.org/proteomes/UP000000589>). A global false discovery rate (FDR) of 1% was used as the threshold for the number of proteins for import.

For SWATH processing, the SWATH Acquisition Microapp (version 2.0) within PeakView (RRID: SCR\_015786; version 2.2) was used. Within the Microapp, a setting of three peptides per protein, four transitions per peptide, peptide confidence threshold corresponding to 1% global FDR. The retention time was then manually realigned with a minimum of five peptides that had consistently high signal intensities and distributed along the time axis. The resulting peak area for each protein after SWATH processing was exported to MarkerView (version 1.3.1; Sciex) with the resulting data normalized using the most likely ratio method. The proteomics data have been deposited in the PRIDE PRoteomics IDentifications (PRIDE) database under the accession number PXD013740.

From the SWATH processing of the patient EV population, 4 biological replicates were obtained for each grade of colorectal cancer. Grade I and II were grouped and termed as early CRC, and grades III and IV were collectively termed metastatic CRC, making 8 biological replicates used in the early versus metastatic CRC analysis (n=8). Fold changes were generated using the mean normalised intensity for each protein comparing between early and metastatic CRC, and  $\log_2$  transformed. For graphical purposes, p-values were converted to  $-\log_2 p$ -values and plotted against  $\log_2 FC$  using R studio to generate volcano plots. Statistically significant proteins (p-value < 0.05) were coloured red and those proteins increased in metastatic CRC (positive  $\log_2 FC$  value) were labelled with gene name for visibility. Using GraphPad Prism, early and metastatic CRC normalized intensities for hnRNPK were graphed using box and whisker plots which displays range of observation, median and upper and lower quartiles.

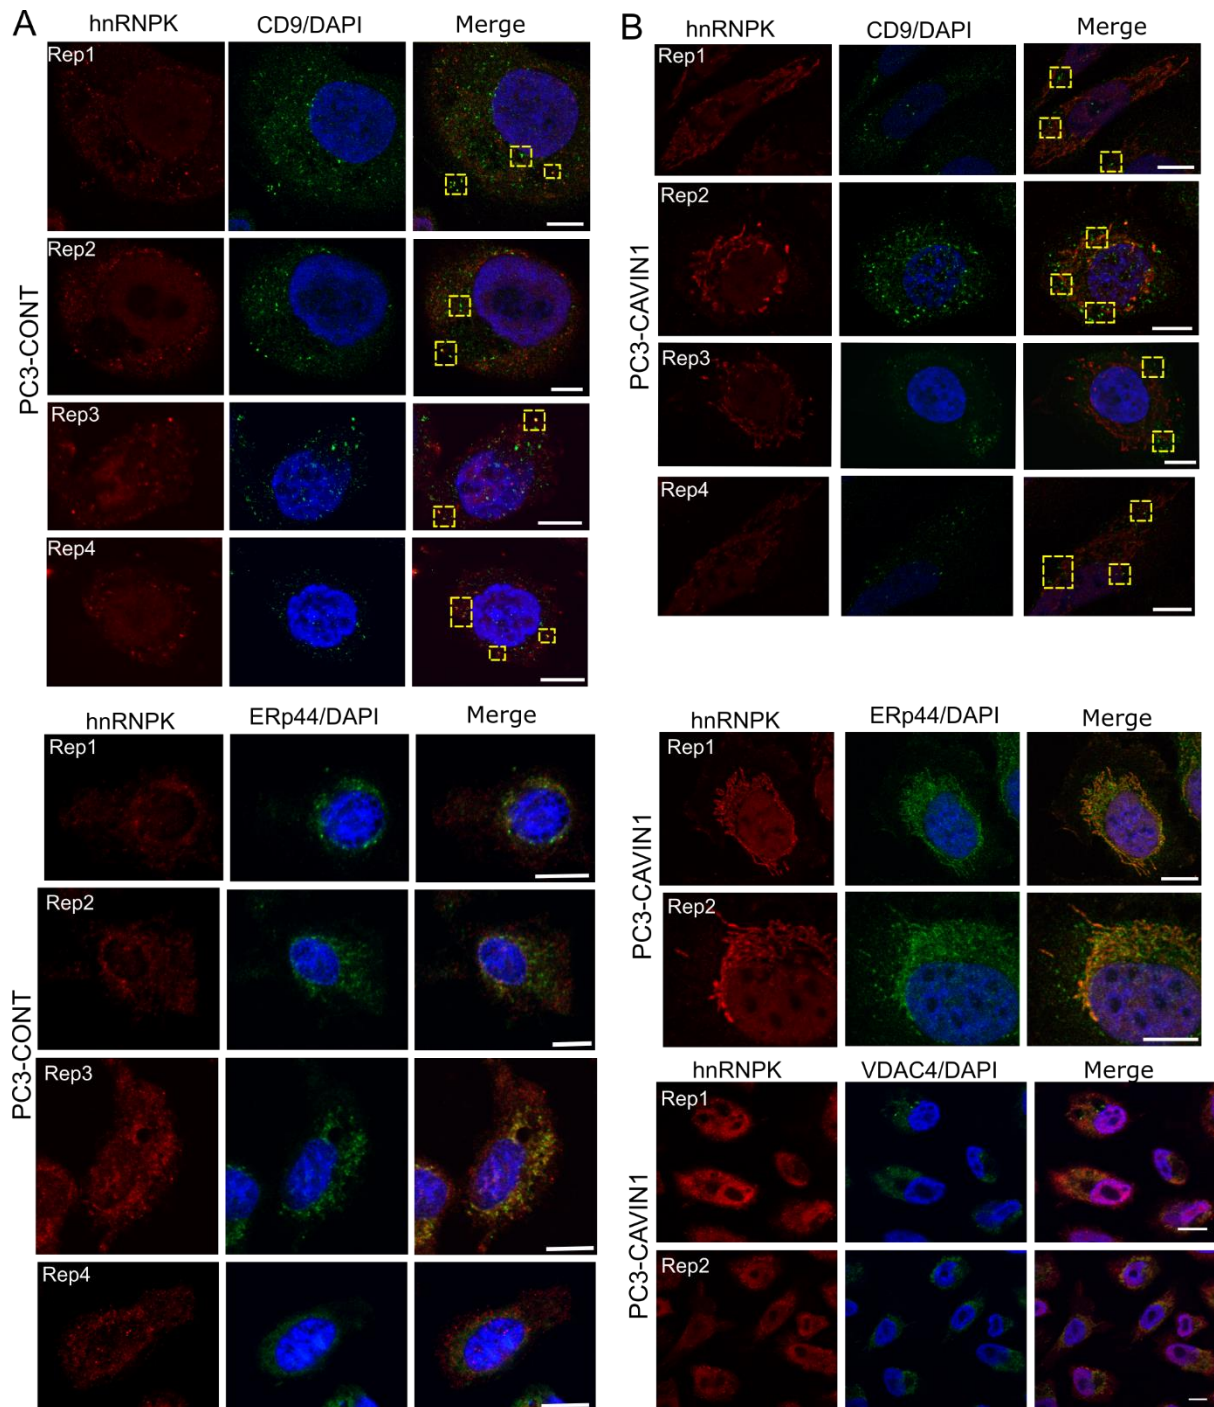

**Figure S1: hnRNPK translocates between MVB in PC3-CONT cells to mitochondrial and ER regions in PC3-CAVIN1 cells, related to figure 4.** CD9 (MVB marker), ERp44 (ER marker) and VDAC4 (mitochondrial marker) localisation (green) relative to hnRNPK (red) in PC3-CONT (**A**) and PC3-CAVIN1 (**B**) cells. DAPI (blue) displays nuclear localisation. Images taken from 2-4 biological replicates. Scale bars are 10  $\mu$ m. Boxed areas in top panel indicate ROI for co-localisation analysis. Data retrieved from analysis available in Table S3.

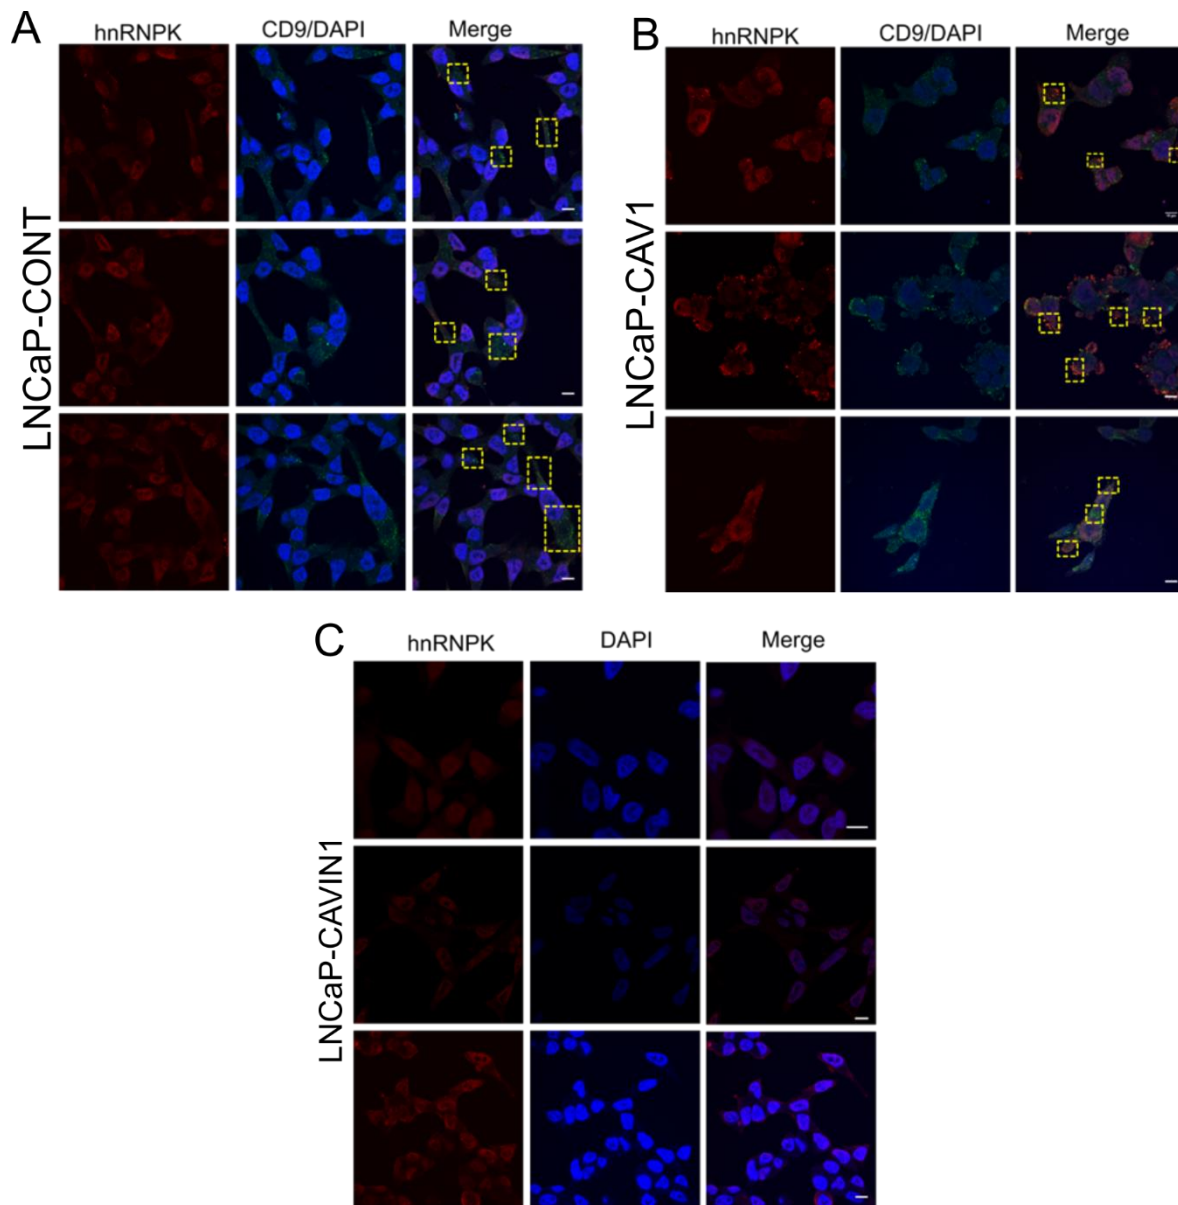

**Figure S2: hnRNP only translocates to MVB compartments in CAV1 expressing LNCaP cells, related to figure 4.** Images show hnRNP (red) localisation in LNCaP-CONT (**A**), LNCaP-CAV1 (**B**) and LNCaP-CAVIN1 (**C**) cell lines, relative to CD9 (green) and DAPI (blue) staining. Images were taken from 3 biological replicates. Scale bar denotes 10  $\mu\text{m}$ . Boxed regions in composite (merge) indicate ROIs for co-localisation analysis. Data retrieved from analysis available in Table S3.

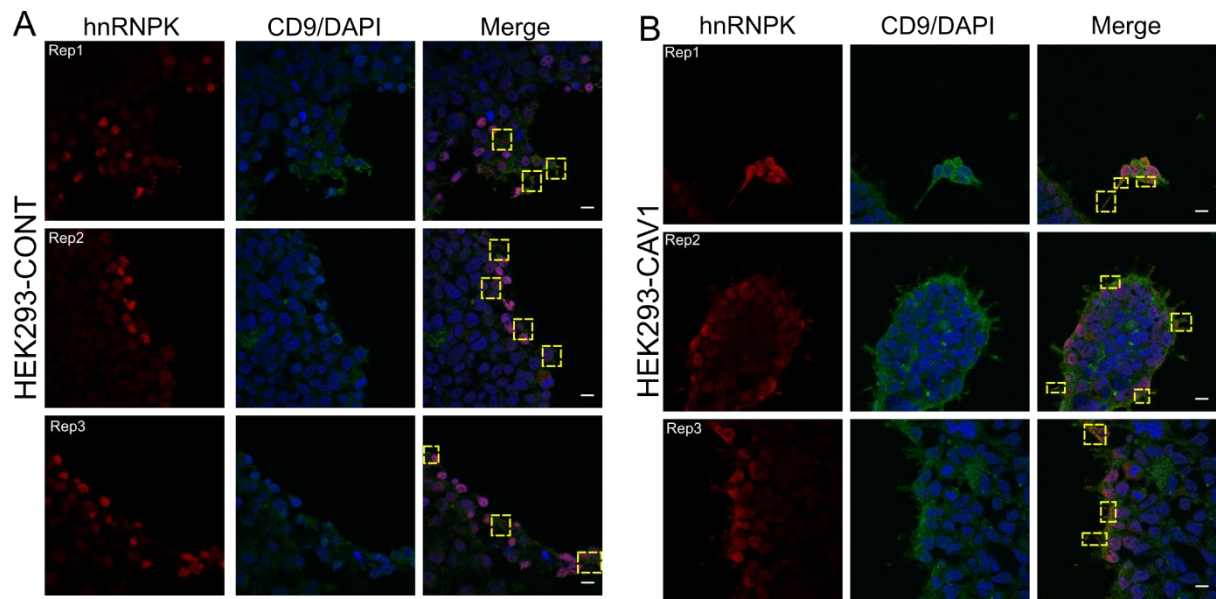

**Figure S3: hnRNP K only translocates to MVB compartments in CAV1 expressing HEK293 cells, related to figure 4.** Additional images showing hnRNP K (red) and CD9 (green) localisation in HEK293-CONT (A) and HEK293-CAV1 (B) cell lines, and DAPI (blue) staining. Images were taken from 3 biological replicates. Scale bar denotes 10  $\mu$ m. Boxed regions in composite (merge) indicate ROIs for co-localisation analysis. Data retrieved from analysis available in Table S3.

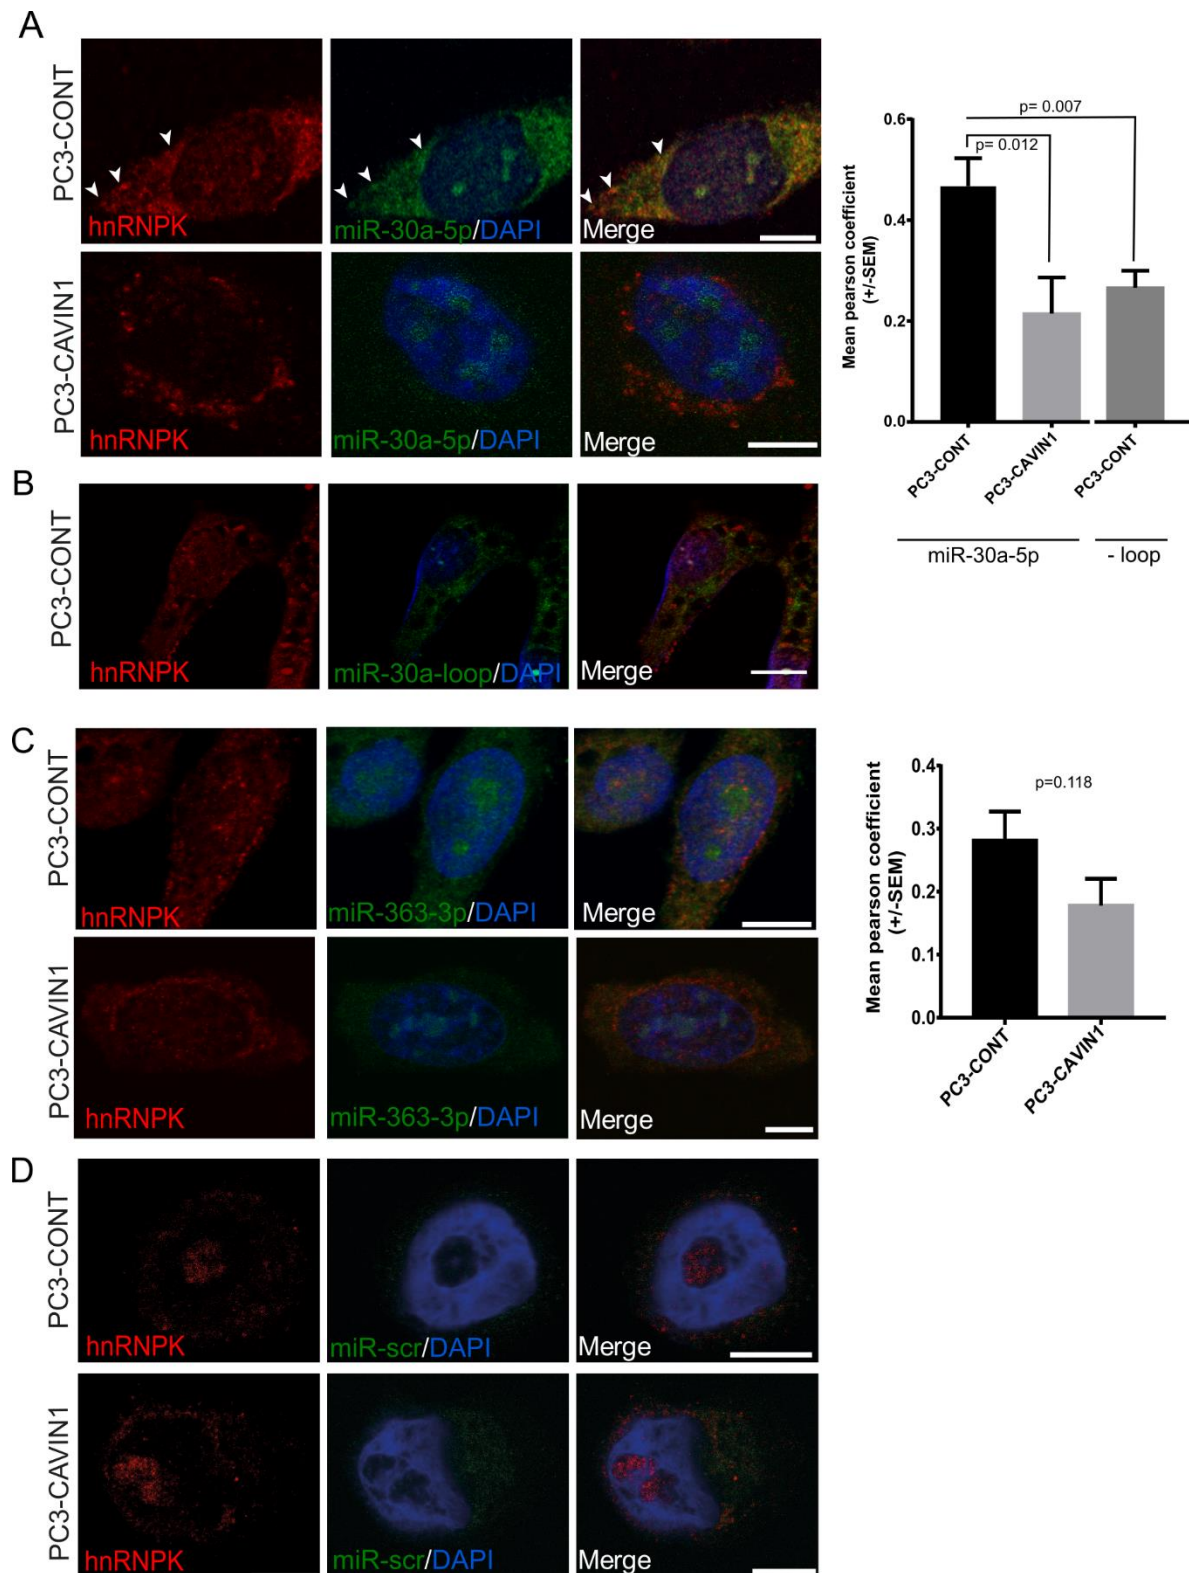

**Figure S4: Motif-containing mature miR-30a co-localised with hnRNP in PC3-CONT cells, related to figure 3.** Mature motif-containing miR-30a-5p, precursor miR-30a (miR-30a-loop), a motif-absent miR-363-3p and a scrambled miRNA (green) control were visualised using miR-ISH and co-localised with hnRNP (red) in PC3-CONT and PC3-CAVIN1 cells. 10 ROIs were used for co-localisation analysis (right), where applicable.

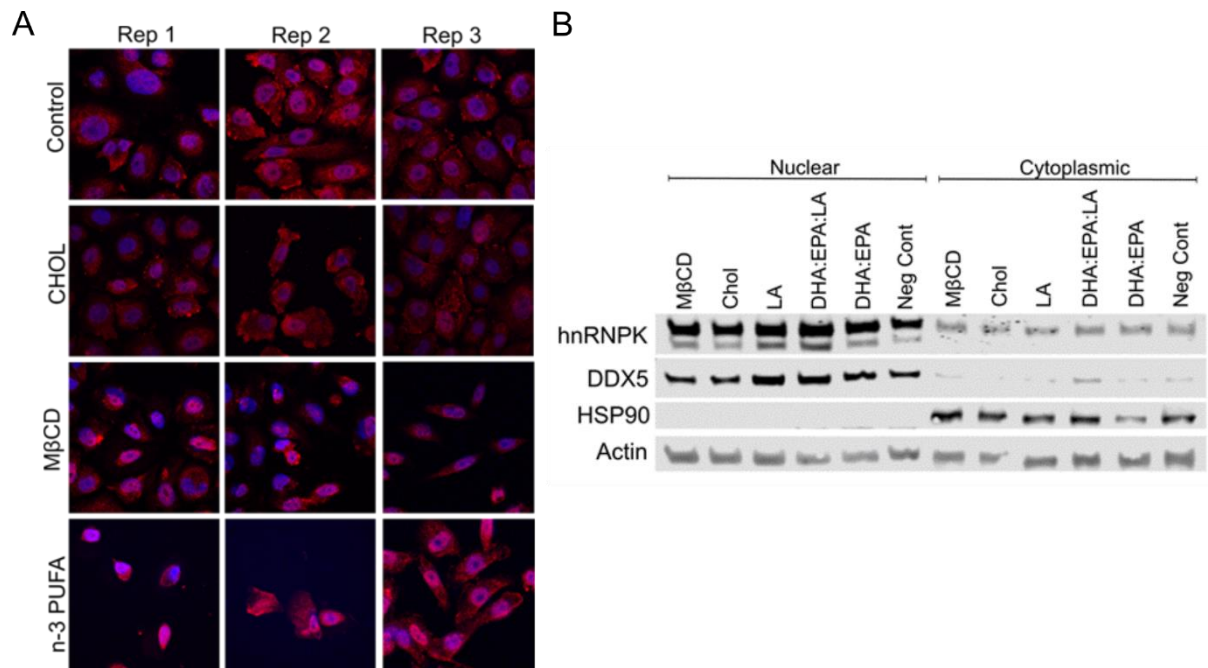

**Figure S5: Membrane raft alterations modify hnRNPk localisation in PC3 cells, related to figure 5.**

**A)** hnRNPk (red) and DAPI (blue) were visualised after exposure of PC3 cells to 500μM MβCD, 50μM cholesterol (CHOL), or n-3 PUFA (30μM DHA: 45μM EPA) in LPDS/RPMI1640 for 24hrs across 3 biological replicates. **B)** Western immunoblot comparing nuclear and cytoplasmic signal for hnRNPk, DDX5 (nuclear marker), HSP90 (cytoplasmic marker) and actin (loading control). 10μg protein loaded into each well. Quantitation of each band used for analysis is available in Table S4 for all replicates.

How the deposited data were processed for this re-analysis (not part of the article)

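Small RNA sequencing of PC3-CONT cells, PC3-CAVIN1 cells and the EVs of each was analysed, with 3 biological replicates in each of the 4 groups. Group and replicate number were taken from the sample labels and matched to the paper's names for the cell lines. All 12 columns of each table were matched to a sample.

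The authors isolated total RNA, prepared small RNA libraries, mapped the reads to miRBase and counted them. The mapper is not given in the sources used here. The authors deposited raw counts for 1259 miRNAs, and the same counts for the 317 miRNAs left by their filter on low counts. They also deposited normalised counts, which the methods describe as made with the empirical method of RUVseq and then passed to DESeq2. This normalised signal, which the authors deposited for the 317 miRNAs, was found to be whole reads divided by 1 size factor per sample. In every column, 100% of values under 1000 reads were whole to within 0.01. The names of the miRNAs carry the number of the hairpin copy, and how reads of identical copies were shared is not given in the sources used here.

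From the filtered counts, log2 fold changes of PC3-CAVIN1 over PC3-CONT and their tests were computed with edgeR 4.0.16 in R 4.3.3, by TMM normalisation, glmQLFit and glmQLFTest with Benjamini-Hochberg adjustment over the 317 miRNAs and a prior count of 0.125. EV and cell samples were fitted apart. The difference between EV and cell changes, and EVs against cells within PC3-CONT, were tested in 1 fit of all 12 samples. Standard errors were taken as the absolute log2 fold change over the square root of the quasi-likelihood F. Normalised CPM are counts per 1000000 of the TMM-scaled library size. Sets were counted by the paper's thresholds: a change over 2-fold in either direction, and, for selective down-export, a log2FC in EVs of -1 or below with log2FC EV minus log2FC cell of -0.5 or below. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the other steps.

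Alternatives written before the data were examined were DESeq2 1.42.0 on the filtered counts, on the authors' normalised counts rounded to whole numbers (with and without a prior on fold changes, and with size factors of 1), library size alone, upper-quartile factors, no filter, edgeR's filterByExpr, a prior count of 2, the replicate number as a block, all 12 samples in 1 fit, copies of one mature arm summed, and each sample left out in turn. Alternatives chosen after seeing the data were edgeR and DESeq2 on the reads recovered from the normalised table, the cell values of 38 miRNAs moved back to their own names, 1 factor of unwanted variation as a covariate, replicates 2 and 3 alone, and the copy with most counts kept for each arm. The factor was the first singular vector of the log counts with all miRNAs as controls. The paper's text names RUVseq's empirical method and no set of control miRNAs, so this factor need not be the authors'.

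Replicate numbers come from the labels. Whether they pair the samples was checked by the correlation, across miRNAs, of the deviations of same-numbered samples from their group means in log2(CPM + 1). All 18 correlations lay between 0.541 and 0.865. Between replicates 2 and 3 alone, the correlations of their differences across groups lay between -0.016 and 0.234, so little pairing is left without replicate 1. The first principal component held 59.3% of the variance. The block is therefore given beside results whose call it changes, and beside some others. In the separate EV and cell fits, the block was the replicate number. Where a block was used in a fit of all 12 samples, each replicate of each cell line was its own block. This paired every EV sample with the cell sample of its line and number.

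Replicate 1 of each group held 29319 to 65858 miRNA counts and replicates 2 and 3 held 834790 to 2044198. The median total was 834790 in PC3-CAVIN1 EVs, 1019108 in PC3-CONT EVs, 1291108 in PC3-CAVIN1 cells and 891217 in PC3-CONT cells. A count of 0 was taken to allow 3 counts, and intervals on single samples are 95% Wilson intervals of the filtered total. Both cover counting error only. The depth sets the precision of replicate 1 most of all, where up to 110 of the 317 miRNAs had no count.

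The tests were run on simulated counts for the 317 miRNAs at the depth of these samples, with 200 miRNAs changed by known folds. With a coefficient of variation of 22.4%, edgeR called 82.5% of the changed miRNAs in the EV comparison and 88% in the cell comparison, with 0 and 1 unchanged miRNAs called. At the spread of the deposited counts, 0.5% and 0% of the changed miRNAs were called. In 100 further data sets at that spread and with no difference between the cell lines, the thresholds for selective down-export were met by 29 to 72 miRNAs. These replicates were drawn independently, without the pairing by replicate number, and gave a median of 122 miRNAs over 2-fold in EVs where 68 were observed. Their spread is wider than that between the cell lines in these samples, so they are no measure of chance for the selected miRNAs.

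miRNA genes and the genes around them were taken from GENCODE version 29 (GRCh38), in which 316 of the 317 miRNAs matched a gene by name. The miRNAs named in the text were fixed before the data were examined, except that values in Table S2 had been seen: those the paper names as measured, at most 5 past an adjusted p of 0.05 in each fit, at most 5 selected miRNAs whose EV groups did not overlap, those with an adjusted p under 0.05 in Table S2, a set noticed in Table S2 (let-7a-1-5p, let-7a-3-5p, let-7f-2-5p, miR-101-2-3p, miR-7641-1-3p, miR-7641-2-3p and miR-5096-3p), and the 3 with the largest share of counts in each compartment. Of the counts summed over samples, in which replicate 1 weighs little, miR-21-5p held 36.5% in EVs and 43.9% in cells, miR-100-5p 26.0% and 14.9%, miR-148a-3p 3.61% in EVs and let-7f-1-5p 2.53% in cells. By sample, miR-21-5p held 1.37 to 42.5% in EVs and 2.22 to 51.8% in cells. Other miRNAs held the largest share in every replicate 1 sample, miR-151a-3p with 34.3% in PC3-CONT EVs and miR-100-5p with 30.2 to 39.4% in the other 3. Other miRNAs are named only where a count of few is spelled out or a pattern singles them out, and were chosen after their values were seen.

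A test of the motif over all mature sequences was planned and not run, since sequences of under 80% of the miRNAs were at hand. Sequencing reads, proteomics, microscopy, droplet PCR and patient samples of the paper were not analysed here.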

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

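The comparison of EVs with cells and its regrouping of samples were set before the data were examined, and the tests of shared reads and of depth were chosen after the result was seen.

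The paper does not report which miRNAs differ between EVs and cells of 1 line. Within PC3-CONT, miR-7974-3p was lower in EVs than in cells, with a log2 fold change of -6.36 (standard error 1.09, adjusted p = 0.0147 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was chosen for its value, as the single miRNA past an adjusted p of 0.05, and 26 miRNAs had an unadjusted p under 0.05. Its gene lies on chromosome 19 from 11495544 to 11495622 (GRCh38), on the minus strand, in an intron of AC008481.3. Its counts were 0, 3 and 1 in PC3-CONT EVs and 31, 131 and 73 in PC3-CONT cells. Over 9 planned settings, the log2 fold change ran from -7.16 to -5.83, and its adjusted p by edgeR or DESeq2 with Benjamini-Hochberg adjustment ran from 6.59e-08 to 0.164. With EV counts of 0 to 3, the fitted fold depends on the prior count. In PC3-CAVIN1, whose samples enter only the spread of this fit, the level was lower in EVs in 3 of 3 pairs, with 0, 4 and 6 counts in EVs and 9, 197 and 156 in cells.

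Low depth of the EV samples is argued against as the source of this difference. The upper 95% Wilson limits of its level in PC3-CONT EV replicates 2 and 3 were 8.67 and 4.90 CPM, and the lowest lower limit in PC3-CONT cells was 34.1 CPM. In PC3-CONT replicate 1, the upper Wilson limit was 123 CPM in EVs, with 0 counts, and the cells had 474 CPM (95% Wilson interval 334 to 673). In PC3-CAVIN1 replicate 1, the upper limit in EVs, 132 CPM, was above the lower limit in cells, 90.8 CPM. The intervals of that pair overlap, which does not decide whether counting error alone covers its difference. They did not overlap in PC3-CAVIN1 replicates 2 and 3. Reads shared with another annotated RNA are argued against by the annotation, since 0 other genes have a transcript with a stretch of 18 bases in common with its hairpin. Transfer RNA genes and unannotated sequence were not searched. Of the 10 splits of the 6 PC3-CONT samples into groups of 3, 1, the real one, gave a call. With 10 splits no share under 0.1 can be reached, so this count cannot exclude chance and does not speak for it. Retention of this RNA in cells, a different loss in EV preparation and a fragment of another RNA remain open and were not tested.

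The count of such miRNAs depended on the fit. By DESeq2, 13 passed an adjusted p of 0.05. For the replicate block here, each EV sample was paired with the cell sample of its line and number. With it, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 21, of which 15 were lower and 6 higher in EVs. miR-7974-3p was among them. The 6 higher ones were miR-1246-5p, miR-122-5p, miR-381-3p, miR-6131-3p, miR-320e-3p and miR-760-3p. Of the 21, miR-3607-3p has no matched hairpin. Of the other 20, 3 have a hairpin that shares 18 bases with another annotated small RNA, against 16 of 316 miRNAs: miR-1246-5p, miR-4284-5p and miR-619-5p. By edgeR, 0 passed without PC3-CONT EV replicate 2 and 0 without PC3-CONT EV replicate 3, with 20 and 29 at an unadjusted p under 0.05, and 4 passed without PC3-CONT cell replicate 1. By library size alone 0 passed, with 23 at an unadjusted p under 0.05.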

How the results depend on the processing

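The alternatives on the recovered reads, with 1 factor, with replicates 2 and 3 alone and with the highest copy of each arm were chosen after the data were seen; the others were set before.

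Calls at an adjusted p of 0.05 were few in every setting. In EVs, edgeR's 0 became 1 with DESeq2 on the filtered counts, the replicate block, DESeq2 on the filtered counts with 1 factor and replicates 2 and 3 alone, and 2 with DESeq2 on the recovered reads with 1 factor. In cells, 0 became 1 with DESeq2 on the filtered counts, in all 3 fits of the authors' normalised counts, the replicate block, DESeq2 on the recovered reads and DESeq2 on the filtered counts with 1 factor, and 4 with 1 factor on the recovered reads. miR-363-3p is each single call. With any 1 sample left out, edgeR's count stayed at 0 in EVs and in cells, with 4 to 11 and 1 to 5 at an unadjusted p under 0.05. For the difference between EV and cell changes it was 0 in every setting, leave-one-out included; at an unadjusted p under 0.05, edgeR gave 3 and DESeq2 4, with 31 without a filter, 9 without PC3-CONT cell replicate 1, 6 with the block, and by DESeq2 with 1 factor 21 on the recovered reads and 14 on the filtered counts. Other than miR-363-3p, the block changed no call of these 3 tests.

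miRNAs changed over 2-fold in EVs numbered 68, and 478 without a filter and 39 in replicates 2 and 3 alone. Leaving out 1 EV sample gave 63 to 100. In cells, 43 became 506 without a filter and 8 with a prior on fold changes. Leaving out 1 cell sample gave 55 to 90, with 80 without PC3-CAVIN1 cell replicate 1, 75 without its replicate 2, 90 without PC3-CONT cell replicate 1 and 74 without its replicate 2. In both, 18 became 189 without a filter and 1 with the prior, and 12 in the same direction only. Leave-one-out gave 14 to 40, with 36 without PC3-CAVIN1 cell replicate 1 and 40 without PC3-CONT cell replicate 1. Without a filter, 997 miRNAs were tested in EVs and 1064 in cells, which raises each count. Of the changes over 2-fold, 52.9% were lower in EVs and 79.1% in cells; by DESeq2 on the filtered counts 69.6% and 59.0%, by DESeq2 on the authors' normalised counts 61.1% and 57.4%, with a prior 75.0% and 62.5%, with size factors of 1 60.4% and 56.5%, and by upper-quartile factors 55.2% and 47.7%. In EVs the share fell to 45.5% by library size alone, 40.0% with the replicate block and 47.8% with 1 factor on the filtered counts, with 78.7%, 76.9% and 68.3% in cells. Under all fits of DESeq2 and upper-quartile factors, the log2FC of each miRNA was set against its value by edgeR with TMM. The median of these shifts over miRNAs was -0.15 to 0.12 in EVs and 0.09 to 0.22 in cells.

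Selectively down-exported miRNAs numbered 24. The count was 37 with DESeq2 on the filtered counts, 52 on the authors' normalised counts and 52 with size factors of 1, 41 with upper-quartile factors, 135 without a filter, 9 with the replicate block and 15 with log2FC EV minus log2FC cell of -1 or below. It was 41 with edgeR on the recovered reads, with or without the cell values moved back, 49 with DESeq2 on them, 48 with 1 factor, 13 with 1 factor on the filtered counts and 8 in replicates 2 and 3 alone. Leave-one-out gave 17 to 42: 42 without PC3-CAVIN1 EV replicate 2, and 38 and 39 without PC3-CONT EV replicate 2 and 3. The cause was not tested, apart from the filter, which adds miRNAs, and the tests of Table S2 given under other observations.

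Calls of EVs against cells in PC3-CONT, 1 by edgeR, were 13 by DESeq2, 0 by library size alone, 21 with the replicate block and 36 in replicates 2 and 3 alone. Leave-one-out gave 0 to 4. The cause was not tested.

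Over 19 named miRNAs, 38 log2FC values were set against the alternatives chosen beforehand in 683 comparisons. Of these, 655 moved by less than 1 standard error and 28 by more. The sign held in all of them for 11 values and changed in at least 1 for 27, none of them past an adjusted p of 0.05 by edgeR. The number of miRNAs in the filtered table, 317, became 190, 190 and 353 under other readings of the filter, and 311 with at least 20 counts in at least 2 samples, chosen after the table was seen. All 12 samples in 1 fit was already the setting for the difference between EV and cell changes. The planned motif tests on mature sequences were not run, and tests on hairpins were added.

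Depth limits the precision of replicate 1 most. The biological coefficient of variation, 87.6% in EVs and 92.7% in cells, was 34.9% and 42.4% in replicates 2 and 3 alone and 46.7% and 41.6% with the replicate block and replicate 1 kept, so its fall is not put down to depth.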

Differences from the paper's values

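The fits on the recovered reads, with 1 factor and with replicates 2 and 3 alone were chosen after the values were seen, and all others were set before the data were examined.

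The paper reports 47 selectively down-exported miRNAs, and 24 were found here. Within 1.5 times of 47 were 10 of 25 alternatives: DESeq2 on the filtered counts, the 3 fits of DESeq2 on the authors' normalised counts, upper-quartile factors, and the fits without PC3-CAVIN1 EV replicate 1, 2 or 3 or without PC3-CONT EV replicate 2 or 3. The other 15 differed. The 3 fits of the normalised counts used them as deposited, with the cell values of 38 miRNAs in another miRNA's place. DESeq2 on the recovered reads with 1 factor, chosen after the values were seen, selected 48, including all 47.

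In the paper's Table S2, 2 miRNAs in EVs and 4 in cells have an adjusted p under 0.05, and 0 and 0 did here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 5 and 2 at an unadjusted p under 0.05. DESeq2 on the filtered counts gave 1 and 1. None of 18 alternatives for either count came within 1.5 times. DESeq2 on the recovered reads with 1 factor, chosen after the values were seen, gave 2 and 4, the paper's own miRNAs with none dropped: miR-363-3p and miR-148a-3p in EVs and miR-363-3p, miR-340-5p, miR-4532-5p and miR-574-5p in cells. miR-363-3p was also called in both by DESeq2 on the filtered counts, by that fit with 1 factor and by the replicate block, in EVs by replicates 2 and 3 alone, and in cells by the 3 fits of the authors' normalised counts and by DESeq2 on the recovered reads.

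For 19 named miRNAs, 10 of 19 log2FC values in EVs and 4 of 19 in cells differed from Table S2 in sign or by more than the larger standard error; the paper's errors are standard errors. For miR-148a-3p in EVs the paper's log2FC is -2.87 and the value here -1.48. It did not differ in DESeq2 on the authors' normalised counts, the same with size factors of 1, upper-quartile factors and without PC3-CAVIN1 EV replicate 2, and differed in the other 14 of 18 alternatives. For miR-101-1-3p in EVs the paper's value is -2.48 and the value here 0.0402, and for let-7a-1-5p -3.45 and 0.0343. Both differed in all 18 alternatives. For let-7a-3-5p the paper's value is -2.23 and the value here 0.0355, which did not differ without PC3-CAVIN1 EV replicate 2 or PC3-CONT EV replicate 1 and differed in 16. For let-7f-2-5p the values are the paper's -2.83 and -0.52 here, which did not differ without PC3-CONT EV replicate 1 and differed in 17.

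For miR-7641-1-3p in EVs the paper's value is -5.12 and the value here 1.67, with no difference in DESeq2 on the authors' normalised counts and with size factors of 1 and a difference in 16. For miR-7641-2-3p the paper's value is -3.53 and the value here -0.17, with no difference in those 2 settings and without PC3-CAVIN1 EV replicate 1 and a difference in 15. For miR-5096-3p in EVs the paper's value is 0.0121 and the value here -2.01, with no difference without PC3-CONT EV replicate 1 and a difference in 17. For miR-340-5p in EVs the paper's value is -0.83 and the value here 0.0521, with no difference in 10 alternatives: the 4 fits of DESeq2, library size alone, no filter, filterByExpr, and without PC3-CAVIN1 EV replicate 2 or PC3-CONT EV replicate 1 or 3. It differed in the other 8. For miR-21-5p in EVs the paper's value is -0.68 and the value here 0.0602, with no difference by library size alone, with no filter, and without PC3-CAVIN1 EV replicate 2 or 3 or PC3-CONT EV replicate 1, and a difference in 13.

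In cells, the paper's log2FC of miR-125a-3p is 0.26 and the value here -0.46, with no difference without PC3-CONT cell replicate 1 and a difference in 17. For miR-101-2-3p the paper's value is -0.16 and the value here 0.45, with no difference without PC3-CAVIN1 cell replicate 1 and a difference in 17. For miR-5096-3p the paper's value is -0.27 and the value here 0.25, with no difference without PC3-CAVIN1 cell replicate 1 or PC3-CONT cell replicate 2 or 3 and a difference in 15. For let-7f-1-5p the paper's value is 0.10 and the value here -0.81, with no difference in the 3 fits of DESeq2 on the authors' normalised counts and a difference in 15.

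The values of Table S2 and those here correlated across the 317 miRNAs with a Pearson r of 0.508 in EVs and 0.730 in cells, and had the same sign for 244 and 224 of them. The paper's text gives 21 miRNAs above 70% similarity to the motif and 85% for miR-148a-3p. Tab 5 of its Table S2 lists 17 above 70%, with miR-148a-3p at 78.9%.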

Other observations

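The counts of regrouped samples were set before the data were examined, apart from the one for the fit with 1 factor; that and all other tests in this part were chosen after the results were seen.

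How often other splits of the samples give a result as large was counted. An observed count of 0 is reached by every split, so 10 of 10 splits for miRNAs past an adjusted p of 0.05 in EVs, 10 of 10 in cells and 100 of 100 for the test of EV against cell changes decide nothing. For changes over 2-fold, 5 of 10 splits in EVs gave 68 or more and 6 of 10 in cells gave 43 or more. With 10 splits, no share under 0.1 can be reached, so chance cannot be excluded there. Of the 100 joint splits of EV and cell samples, 56 gave 18 or more miRNAs changed over 2-fold in both. With the direction of the cell comparison also varied there are 200, of which 100 were drawn. Of these, 63 gave at least 29 selected in the direction with more. For the selection in Table S2, DESeq2 on the recovered reads with 1 factor gave 48 or more in 79 of 100 splits, and the 99 splits other than the real one ranged from 34 to 123. By these splits, which include those that follow replicate 1, chance cannot be excluded for the 3 counts. Splits that follow replicate 1 gave more changes than the real one: all 4 that put both replicate 1 samples in 1 group gave 123 to 148 miRNAs over 2-fold in EVs and 142 to 164 in cells. With the replicate block, 50 and 39 miRNAs were over 2-fold between the cell lines. Some splits part all 3 replicate pairs, as the real one does. Of these, 1 of 4 in EVs and 2 of 4 in cells gave as many changes over 2-fold, and 1 of 16 as many in both. The single split in EVs and in both is the real one, which goes the other way. These splits can give no smaller share, so they do not decide. As many were selected in 7 of 14, and in 11 of 14 by DESeq2 on the recovered reads with 1 factor.

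The replicate 1 samples differed in profile from replicates 2 and 3. Low depth alone is argued against: replicates 2 and 3 thinned to the depth of replicate 1 of their group, 40 draws in each group, had a Spearman correlation of 0.876 or more with the other deep replicate, where replicate 1 had at most 0.650. The counts per copy also differed. Copies of one mature arm were at or near 0 in replicate 1, with 0 counts of let-7a-1-5p beside 3059 of let-7a-2-5p over its 4 samples. At the ratio of these 2 copies in replicates 2 and 3, 2810 counts of let-7a-1-5p would be present, which argues against low depth as the reason. That reads of identical copies were counted on 1 copy in replicate 1 and on each copy in the others is a candidate explanation: the next copy held at least 93.7% of the highest as the median in each replicate 2 and 3 sample, and at most 2.26% in replicate 1. The paper gives no separate processing for replicate 1, all replicates are balanced over the 4 groups, and no biological explanation was tested.

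The 47 selectively down-exported miRNAs in Table S2 were followed through the deposited values. The reads recovered from the normalised table, with 1 factor of unwanted variation as a covariate in DESeq2, gave 48 selected miRNAs, which included all 47, and log2FC values in EVs that differed from the paper's by a median of 0.003. The factor separated the samples by depth, with positive values in the 4 replicate 1 samples and negative values in 7 of the 8 others. With log library size in its place, 39 of the 47 were selected. Without the factor, 21 of the 47 were selected. PC3-CONT EV replicate 3, whose normalised column holds other reads than the count table, had a factor of 0.059, between the replicate 1 samples (0.298 to 0.485) and the other deep samples (-0.314 to -0.168). With its reads taken from the count table, 9 of the 47 were selected. With its recovered reads kept and its factor set to the mean of the other deep EV samples, 21 of the 47 were. These values are consistent with the list depending both on the factor and on this 1 sample. Which of the 2 sets of reads belongs to that sample cannot be read from the values. Cell values in another miRNA's place are argued against as a reason, since the paper's base means equal those of the values moved back for 317 miRNAs.

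The 47 also differed from the other miRNAs in the cell samples. There, the log2 ratio of replicate 1 to the mean of replicates 2 and 3 (CPM plus 20) had a median of -1.45 for the 47 and 0.68 for the other 270. The difference was -2.13 (two-sided permutation test across miRNAs, p = 1e-05, the smallest that 100000 resamples can give). It was below 0 for 33 of the 47 and for 97 of the 270. Among miRNAs listed under 1 copy, 32 and 233, the difference was -1.39. The cell samples enter both the factor and the difference by which the 47 were selected, so this is not independent of the selection. That miRNAs scarce in every replicate 1 sample were selected cannot be told apart from an effect of CAVIN1 on the same miRNAs. miRNAs are not independent replicates.

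miR-122-5p was higher in EVs than in cells. It had 3, 362 and 56 counts in PC3-CAVIN1 EVs, 3, 960 and 104 in PC3-CONT EVs, 0, 6 and 7 in PC3-CAVIN1 cells and 1, 4 and 28 in PC3-CONT cells. In PC3-CONT the log2 fold change of EVs over cells was 4.96 (standard error 1.29, adjusted p = 0.0664 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.39 with the replicate block (adjusted p = 0.0114 by the same test). Over 8 planned settings with an adjusted p it ran from 0.0114 to 0.466, the latter without PC3-CONT EV replicate 2, and DESeq2 gave none. RNA of serum carried into EV samples could give this, since the cells were grown with serum before EV collection. The methods state that the cells were washed with PBS to remove serum EVs and that EVs were collected in serum-free medium, which goes the other way. Of a list of 8 blood miRNAs written before this test, 4 are in the unfiltered table and 1, miR-122-5p, had a median above 10 CPM in EVs and above every cell sample. The other 3, miR-144-3p, miR-150-5p and miR-142-5p, had 0 counts in all 6 cell samples and at most 5 in an EV sample. miR-142-5p had 2, 4, 5 and 2 counts in 4 EV samples, miR-144-3p 2, 1 and 1 in 3 and miR-150-5p 1 and 1 in 2, which goes with serum. Serum cannot be told apart from release by the cells, because these counts are few and miR-122-5p is the only 1 of the list with a median above 10 CPM in EVs. miR-122-5p is among the 47 of Table S2, and its log2FC in EVs between the lines was -0.90 (standard error 1.19) here.

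AsUGnA was looked for in the side of each hairpin that holds the mature arm, as full mature sequences were at hand for few miRNAs. It was found for 15 of the 44 arms of the 47 (34.1%) and for 43 of 246 others (17.5%), with an odds ratio of 2.44 and a two-sided p of 0.0225 by Fisher's exact test. All 13 exact matches listed in Tab 5 were found in this way. The paper discovered the motif in these 47 miRNAs, so this share is not independent evidence of enrichment. Over all arms in the count tables, log2FC EV minus log2FC cell had a median of -0.01 for 58 arms with the motif and 0.19 for 232 without, a difference of -0.20 (two-sided permutation test across arms, p = 0.216). Outside the 47 the difference was -0.07 (p = 0.703 by permutation test, 43 and 203 arms). For log2FC EV alone, the difference was -0.15 over all arms (p = 0.197) and -0.13 outside the 47 (p = 0.348), by the same permutation test. Whether miRNAs with the motif are lower in PC3-CAVIN1 EVs than their cells would give cannot be told apart from chance by these values.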
